# Towards a Cardoon (*Cynara cardunculus* var. *altilis*)-Based Biorefinery: A Case Study of Improved Cell Cultures via Genetic Modulation of the Phenylpropanoid Pathway

**DOI:** 10.3390/ijms222111978

**Published:** 2021-11-05

**Authors:** Dario Paolo, Franca Locatelli, Eleonora Cominelli, Raul Pirona, Sara Pozzo, Giulia Graziani, Alberto Ritieni, Monica De Palma, Teresa Docimo, Marina Tucci, Francesca Sparvoli

**Keywords:** plant cell cultures, lignin, cellulose accessibility, nutraceuticals, MYB4

## Abstract

Cultivated cardoon (*Cynara cardunculus* var. *altilis* L.) is a promising candidate species for the development of plant cell cultures suitable for large-scale biomass production and recovery of nutraceuticals. We set up a protocol for *Agrobacterium tumefaciens*-mediated transformation, which can be used for the improvement of cardoon cell cultures in a frame of biorefinery. As high lignin content determines lower saccharification yields for the biomass, we opted for a biotechnological approach, with the purpose of reducing lignin content; we generated transgenic lines overexpressing the *Arabidopsis thaliana* MYB4 transcription factor, a known repressor of lignin/flavonoid biosynthesis. Here, we report a comprehensive characterization, including metabolic and transcriptomic analyses of *AtMYB4* overexpression cardoon lines, in comparison to wild type, underlining favorable traits for their use in biorefinery. Among these, the improved accessibility of the lignocellulosic biomass to degrading enzymes due to depletion of lignin content, the unexpected increased growth rates, and the valuable nutraceutical profiles, in particular for hydroxycinnamic/caffeoylquinic and fatty acids profiles.

## 1. Introduction

Among the family of Asteraceae, *Cynara cardunculus* L. (2n = 2x = 34) is a species of perennial herbaceous plants with annual growth cycle; the species consists of three closely related botanical varieties: the wild cardoon (var. *sylvestris*), the globe artichoke (var. *scolymus*), and the cultivated cardoon (var. *altilis*) [1]. Given the full cross-compatibility between these varieties, in addition to phenotypic and genetic evidences, previous studies concluded that both the cultivated cardoon and the globe artichoke were domesticated from wild cardoons [2,3]. Cultivated cardoons are well-adapted to the semi-arid environment of the Mediterranean basin, where they are considered a traditional crop. Cardoons are in fact grown as vegetables in southern Europe and north Africa, and consumed for their whitened fleshy stalks; flowers are harvested and used as vegetable rennet [4]. 

Over the last 30 years, the potential of cultivated cardoon for biomass production has been increasingly investigated [5,6]. Advantages are represented by its perennial nature, the ability to photosynthesize during winter, and the high yields of lignocellulosic biomass (approximately 5–30 t/ha/year of dry matter, reviewed by [7]) obtained with minimal agricultural inputs. Moreover, cardoon is a highly adaptive species able to tolerate abiotic stresses such as soil salinity [8,9], drought [10], and soil contamination by heavy metals [11,12].

The use of cardoon to produce energy has been thoroughly evaluated [13,14,15,16]; a recent study reported that the total energy (E) obtainable from cardoon biomass was 236 GJ/ha/year, with an increase of E measured over the three cropping years of the experiment, suggesting that the use of this species as an energy-crop might be effective especially in semi-arid areas with low productivity soils [17]. Cardoon stalks have also been considered as a good source of fiber for the production of paper [18]. 

Cardoon biomass should also be considered for the high content in specialized metabolites (SMs); these molecules are in fact high-value compounds in a biorefinery perspective. Notably, cardoon extracts, especially from leaves, are rich in phenylpropanoids [19]. The most representative extracts are hydroxycinnamic and caffeoylquinic acids (particularly chlorogenic acid, CGA), *p*-coumaric acid, and several flavonoids (vitexin, luteolin, apigenin, naringin) [20,21,22]; these molecules mainly contribute to the antioxidant properties of the cardoon extracts [23,24].

For example, CGA has been described as a bioactive molecule against obesity, diabetes, cancer, and for its role in cardio and neuro-protection [25]. Moreover, cardoon extracts have potential in the prevention of hepatic and cardiac oxidative stresses [26,27], and they have been studied for their anti-microbial and anti-fungal activities related to the presence of flavonoids [24,28]. Therefore, the recovery of such nutraceuticals would be impactful for their possible downstream uses.

The importance of profiling phenylpropanoids is noteworthy when it comes to lignin. The term lignin refers to a large class of structural phenolic polymers that create complexes with the polysaccharides of cell walls (cellulose, hemicellulose and pectins); the abundance and chemical nature of such complexes contribute to the recalcitrance to the microbial or enzymatic degradative process of lignocellulosic biomass [29]. Therefore, chemical/physical or biological pre-treatments are required to improve the digestibility and availability of the cellulose fraction to enzymatic degradation, and facilitate the recovery of fermentable sugars (saccharification). However, such pre-treatments are expensive and invasive, and they determine a reduction in the sustainability of biomass valorization [30]. Consequently, using plant biomass with reduced and/or easily removable lignin is advantageous, and efforts have been performed to reach this goal through biotechnological approaches [31]. 

Another interesting feature of cardoon biomass is represented by its oil content (largely derived from seeds); cardoon oils, given their high unsaturated to saturated fatty acids ratio, the high levels of oleic and linoleic acids, and stability to oxidation [22,32], have potential for nutraceutical use, lowering serum cholesterol levels [33], and for biorefinery, e.g. for the production of bioplastics [34]. Indeed, plant oils and fats are among the most important renewable raw materials of the chemical industry, and examples of industrial applications include their use in environmentally friendly fluids and lubricants [35]. More recently, the possibility of functionalizing fatty acids skeletons through organic synthesis and/or microbial reactions gave strong emphasis to the possibility of improving oil production in plants [36]. Consequently, modification of the fatty acid flux, especially in favor of high monounsaturated fatty acids (MUFAs) accumulation, represents a major goal for biotechnology oriented towards green chemistry.

Among the drawbacks of cardoon biomass production from field cultivation, there are the variability in yields [37] and in the quality of the lignocellulosic biomass [38]. Field production also affects SMs: most of the cardoon genotypes assessed suffer from strong environmental effects on their phenolic profiles [39], and, in particular, alterations of the phenylpropanoid levels can be traced back to biotic and abiotic stressors [40]. Similarly, differences in the fatty acid profile of oils have been described as a result of genotype, plant tissues, climatic factors, and geographical regions [22,32,41,42]. For these reasons, the development of cardoon cell cultures for biorefinery applications is a promising strategy alternative to field production. Undifferentiated plant cell cultures (PCC) are totipotent, i.e., able to express the full genetic machinery of their species/tissue of origin. Characterization and improvement of PCC is thus an important target of research, to overcome limitations imposed by climatic changes and/or pathogen attacks, and by the genetic segregation of traits of interest that are cancelled with the propagation of selected stable cell lines of clones [43,44]. Moreover, many nutraceuticals are usually accumulated in low concentration in plant organs; the use of PCC and bioreactors, coupled with the possibility of selecting the best lines (and modifying their genome) and with elicitation techniques, improves the economic gains derived from the production, while at the same time reducing the environmental impacts bound to field cultivation [45,46]. Furthermore, PCC are devoid from the risk of containing toxic substances, such as residual pesticides. Altogether, this paves the way to the development of a pipeline of great interest to use PCC in the frame of biorefinery [44,47]. 

In this study, we tested the potential of improving cardoon PCC for biorefinery. To this end, we developed a method for the stable genetic transformation of cardoon cells via *Agrobacterium tumefaciens*, with the goal to reduce lignin biosynthesis. Given the challenges to single out an enzyme solely responsible of a complex metabolic flux (as for the phenylpropanoid pathway), the use of transcription factors (TFs) has revealed a successful approach to modify the biosynthesis of SMs [43,44]. As largely investigated, MYB-TFs, among their role in numerous physiological pathways, are responsible for the regulation of the biosynthesis of phenylpropanoids; in this regard, functional characterization approaches in different species indicated that MYBs acting as transcriptional repressors have more extensive effects than the corresponding MYB activators (recently reviewed by [48]). 

Hence, we overexpressed in cardoon cell cultures AtMYB4, an R2R3-type TF of the MYB family (subgroup 4), a known transcriptional repressor of lignin biosynthesis in *Arabidopsis thaliana*. This TF was initially characterized as a repressor of the sinapate ester biosynthesis in response to UV-B [49]. The activity of transcriptional repression of the lignin pathway is highly conserved among MYB4 orthologues in plants [50]: a reduced lignification is in fact obtained from the heterologous expression of the maize (*Zea mays*) *ZmMYB31* and *ZmMYB42* genes in Arabidopsis [51,52]; the same phenotype was described in tobacco plants overexpressing the wheat (*Triticum aestivum*) *TaMYB1D* and *TaMYB4* [53,54], and the switchgrass (*Panicum virgatum*) *PvMYB4* genes [55]. In poplar (*Populus trichocarpa*), the overexpression of the *PtMYB156* gene negatively affects secondary cell wall biosynthesis [56], while the loss-of-function of a rice (*Oryza sativa*) MYB4 transcription factor (*Os*MYB108) favors lignification [57]. In addition, MYB4 TFs were also suggested to be repressors of flavonoid biosynthesis [58,59]. Only very recently have the detailed molecular mechanisms of this additive MYB4 function been fully elucidated: MYB4 can repress the transcription of *ADT6* gene catalyzing the final step of biosynthesis of phenylalanine (the precursor of flavonoid biosynthesis), and can also attenuate the transcriptional function of the MYB-bHLH-WDR complexes to regulate anthocyanin and proanthocyanidin biosynthesis. It has been hypothesized that AtMYB4 may function as a sensor in the phenylpropanoid pathway regulating the cross-talk between primary (phenylalanine) and secondary metabolism [60]. Moreover, since our investigation is also addressed towards the development of cardoon cell lines to be used for the production of fatty acids, we also investigated the effects of *AtMYB4* overexpression on the fatty acid profile of the transgenic lines.

For these reasons, we obtained independent *AtMYB4*-overexpressing transgenic lines, exploring their potential value in the frame of biorefinery; we therefore analyzed their growth curves, lignin content, and accessibility to degradation of the cellulose fraction, in addition to characterizing their biochemical profile, both for the phenolic and fatty acid profiles. 

## 2. Results

### 2.1. Development of a Method for the Stable Transformation of Cardoon

In this work, we developed a method for the stable genetic transformation of cardoon leaf-derived cell cultures via *A. tumefaciens*, overexpressing the coding sequence of the *A. thaliana* MYB4 transcription factor under the control of the constitutive cauliflower mosaic virus (*CaMV35S)* promoter. Five distinct transformation experiments were carried out: wild type (WT) calluses obtained from cardoon plants (“Spagnolo” genotype) were co-cultivated with AGL1 or EHA105 *A. tumefaciens* strains carrying the *p35S::AtMYB4* construct. To select transformants, the co-cultivated cardoon cells were spread on the selective solid Gamborg B5 medium containing 10 mg/L phosphinothricin (PPT) and 200 mg/L cefotaxime (CFX), sub-culturing emerging calluses to new medium every 21 days. While at first, we counted 48 independent calluses emerging from the selective plates, only 15 of them survived the second and further sub-culturing rounds. Three months after transformation, all 15 resistant calluses were checked via PCR, and confirmed to be carrying the transgene and devoid of *Agrobacterium* contamination. All lines were maintained on PPT and CFX-containing media in order to avoid genetic chimerism, and the three *AtMYB4oe* lines selected to be analyzed for this study are here referred as L1, L24 (from infection with the AGL1 strain), and L18 (from infection with the EHA105 strain). The three lines appeared similar to each other, but different from the WT, with the callus texture softer than WT and thus more easily spreadable when sub-cultured (Figure 1a). RT-qPCR was used to verify the expression of *AtMYB4*, showing that the different lines expressed the transgene at different levels, with L1 having the lowest and L18 the highest level of expression (Figure 1b).

### 2.2. AtMYB4oe Lines Have Higher Growth Rates Than Wild Type

Growth rates of WT and *AtMYB4oe* lines were monitored both on solid and liquid media (Figure 1c); for this purpose, the starting material belonged to the XXII round of sub-cultures for WT, and to the XIV for *AtMYB4oe* lines. Calluses (6 × 200 mg each) were placed on Gamborg B5 solid medium in Petri dishes, and the total cellular mass (fresh weight, FW) was evaluated at 14 and 21 days of the sub-culture. All transgenic lines showed a significant higher growth rate than WT at both time points; in particular, after 14 days, *AtMYB4oe* biomass was 1.5-fold (L1 and L24) and 2-fold (L18) higher than WT. A similar trend was observed after 21 days in L1 and L24, whereas L18 mass increased 2.4-fold with respect to the WT. The fastest growing lines (L18 and L24) were also characterized by the lowest variation among experimental replicates, granting a more uniform growing behavior compared to WT. Relative differences of FW observed between WT and *AtMYB4oe* lines were confirmed in the comparison of dry weights (DW), as the percentage of the ratio between DW and FW was nearly identical for all samples (3.6%). Cell suspensions were grown for a maximum of 15 days, and the cell volume after sedimentation (CVS) was used to follow their growth. During the initial lag phase up to the fifth day, we observed a similar growth in all lines, whereas during the exponential phase, from the 5th to the 11th day, all the transgenic lines had a higher growth rate than the WT one (biomass 2–3-fold higher). L18 and L24 showed a slightly lower growth rate than L1 at the end of the exponential phase; nevertheless, on the 15th day, all the transgenic lines reached a biomass 3-fold higher than the WT. 

Additionally, as plants of the “Spagnolo” genotype are tolerant to salinity stress [9], we grew WT and transgenic lines, adding 100 mM NaCl to solid medium. WT line showed some degree of tolerance to this condition, whereas *AtMYB4oe* lines did not grow, and turned quickly to necrosis (Figure S1).

### 2.3. AtMYB4oe Lines Show Decreased Phenolic Compounds and Lignin Content and Enhanced Enzymatic Saccharification Efficiency

To investigate if the overexpression of *AtMYB4* exerted a similar repression on the phenylpropanoid pathway to what was observed in other species, particularly on lignin, and as recently demonstrated also on anthocyanins and proanthocyanidins [60], we measured the amount of phenolic compounds in extracts of 21 days-old freeze-dried calluses (sub-cultures: XXII for WT and XIV for *AtMYB4oe* lines). Figure 2a shows that all *AtMYB4oe* lines have significantly less phenolic compounds than WT, with the strongest reduction in L18. As lignin monomers are one of the main products of the phenylpropanoid pathway, we quantified lignin content. As for total phenolic compounds, we reported a significant lignin reduction (close to −90%) for all transgenic lines (Figure 2b).

Next, we wanted to test if the depletion in lignin content of *AtMYB4oe* lines had an impact on the saccharification yields of the lignocellulosic biomass, measured as the amount of fermentable sugars obtained from the hydrolysis of the cell wall polysaccharides. This provides an estimate of the accessibility of the cell wall to degradative enzymes and, consequently, of the accessibility of biomass to extract useful compounds. To do this, we measured over time the amount of glucose released from the freeze-dried biomass subjected to enzymatic degradation with a cellulase (Figure 2c). Over 48 h of reactions, logarithmic regression models fit very well with saccharification trends for WT and transgenic lines (R^2^ > 0.97); the amount of released glucose from *AtMYB4oe* lines was higher than WT already at the earliest time points of the reactions (1 h, 2 h), and this was also confirmed when the reaction plateau was reached. In fact, from 24 h on, L1 and L24 had a 1.3-fold increase of released glucose over WT, a value that is even higher (2-fold) in L18. 

### 2.4. AtMYB4oe Lines Show a Different Profile of Polyphenolic Compounds and Fatty Acids Compared to Wild Type

WT and transgenic lines were analyzed for the characterization of phenolic compounds, antioxidant activities, and fatty acids (Table 1). As for the other analyses, measurements were performed on 21-days old calluses (sub-cultures: XXII for WT, and XIV for *AtMYB4oe* lines). Typical full-scan chromatograms and the specifications of the observed peaks are reported in Figure S2. 

On average, WT lines have a total polyphenolic content of 6962 µg/g DW, while transgenic lines are characterized by a significant reduction, strongest for L18 (−96%). In all lines, hydroxycinnamic acids account for the largest fraction; phenolic acids are present in significantly lower quantities and, among them, *p*-coumaric content is 3.50 µg/g DW in WT, reduced only in L18 (−57%). Eight peaks were assigned to non-anthocyanin flavonoids: quercetin and the deriving quercetin-glucoside, kaempferol and kaempferol-glucoside, naringin, luteolin, myricetin, and apigenin, all of which resulted reduced in L18. Among nutraceuticals, CGA (319 µg/g DW in WT) was reduced in L18 compared to WT (−69%); notably, the opposite is true for L1 and L24, which accumulated CGA more than WT (+60% and +32%, respectively). Furthermore, we observed that the reduction in phenolics of *AtMYB4oe* lines was also reflected in a reduced antioxidant activity, as evaluated with three different techniques: 2,2-diphenyl-1-picrylhydrazyl (DPPH) radical scavenging, 2,2′-azino-bis (3-ethylbenzothiazoline-6-sulfonic acid) (ABTS) decolorization, and Ferric Reducing Antioxidant Power (FRAP) assays. The correlation between phenol content and antioxidant activity is high for all the three assays: R^2^DPPH = 0.96, R^2^ABTS = 0.99, and R^2^ABTS = 0.87. 

Considering the interest of the fatty acids profile typical of cardoon oil, we also characterized this fraction. The oil content of the biomass is slightly reduced in transgenic lines, with L24 exhibiting the lowest oil yield at 7.2%. We characterized, in detail, the fatty acid fraction by means of gas chromatography analysis (Table 1). Among saturated fatty acids (SFAs), palmitic acid (C16:0) is the most abundant, followed by stearic acid (C18:0), and lignoceric acid (C24:0); for all of these SFAs, no significant changes between WT and transgenic lines were detected. The content of MUFAs is mostly represented by oleic acid (C18:1 n9), which accounts for 3.4% of total fatty acids in WT and L18; interestingly, we detected a 3–4-fold increase in L1 and L24 lines. The content of PUFAs consists mostly of linoleic acid (C18:2 n6, LA) and linolenic acid (C18:3 n3, ALA), whose levels behave oppositely in WT and transgenic lines; notably, the content of LA in *AtMYB4oe* lines represents a 2-fold increase over WT. On the other hand, WT content of ALA is reduced by 2–4 fold in transgenic lines. Overall, there are no significant changes compared to WT in the total unsaturated:saturated fatty acids ratio, which ranges from 2.4 to 2.6 in transgenic lines; L1 and L24 transgenic lines, however, differ significantly in the PUFA:MUFA ratio from WT and L18 line (5.3 and 4.3 vs. 14.7 and 15.4, respectively).

### 2.5. Transcriptomic Analysis of AtMYB4oe Lines

Transcriptomic changes induced by the heterologous overexpression of *AtMYB4* were evaluated by RNA-seq analysis. The dataset included 12 samples divided in the four experimental groups (WT—XXII sub-culture—as a control and three independent transgenic lines: L1, L18, and L24—XIV sub-culture). 

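RNA was sequenced from friable callus, a loose undifferentiated tissue grown from cardoon leaves, in 3 replicates of WT and 3 of each transgenic line. The authors deposited the number of reads they counted on each of 26505 genes of the cardoon genome CcrdV1, without normalization, together with FPKM values. FPKM recomputed from these counts, the exon length of each gene and the total count of each sample equalled the deposited FPKM. Between 12505275 and 19509803 reads per sample were counted on genes, with a median of 14216737 in WT, 15628377 in L1, 15125622 in L18 and 12784203 in L24, and the 10 genes with the most reads took from 4.67% to 6.53% of a sample's counts. Counts were scaled for library size by edgeR's TMM method, with factors from 0.854 to 1.10, and normalized counts are given as the mean ± SD of the 3 replicates. A gene was kept where at least 1 sample exceeded 10.5 normalized counts, the threshold at which the Jaccard index between replicates, the rule behind the HTSFilter package that the paper names, was largest (0.961), and 20024 genes were tested. Each line was compared with WT by edgeR's quasi-likelihood F test in 1 fit to all 12 samples, and a gene was called at a Benjamini-Hochberg adjusted p of 0.05 or less over these genes. A gene with at most 3 counts in every replicate of a group, equal to between 2.17 and 3.76 normalized counts, was treated as at the detection floor of that group, which covers counting error only, and its fold change is given as a lower bound. This bound sets the mean of the other group against 3 counts and leaves out the spread of that group's replicates. Because runs of neighbouring genes shifted together in the lines, each log2 fold change was also set beside a running median of its neighbours, an alternative chosen after seeing the data. This median was taken over a window of 101 genes in the order of their identifiers, with the gene itself left out. Only genes with a mean log2 CPM above 3 entered the window, and a gene below that level took the value of the nearest such gene. WT callus came from sub-culture 22 and the lines from sub-culture 14, so that in every comparison with WT the transgene and the age of the culture cannot be told apart. By the paper, the lines also went through transformation, were kept on PPT and cefotaxime and were sub-cultured more often than WT. It names no line with an empty vector, so these differences cannot be told apart from the transgene either. RNA was extracted in triplicate from 1 WT and from each line. The p-values therefore measure the spread within a culture, not between independent WT cultures or transformation events.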

The quality of the raw reads was very high. After trimming, an average of 91.6% of reads (17.4 M reads/sample) were retained and usable for downstream analyses. All samples presented over 94% of unique mapping to the reference genome, with very low percentages of multi-and un-mapped reads (Table S1). In order to quantify gene expression, fragments per kilobase of exon model per million bases mapped (FPKM) values were calculated. 

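Similarity between samples was measured as the Euclidean distance of log2(CPM + 1) over the 20024 genes tested. The mean distance was 56.0 between replicates of a group and 122 between samples of different groups, a difference of 65.7. Of the 15400 ways to divide the 12 samples into 4 groups of 3, only the real one gave a difference as large (exact permutation test, one-sided, p = 6.49e-05, the smallest that the design allows). The difference moved most on log2(FPKM + 0.1), to 83.7, with the same p. The first 3 principal components held 45.0%, 20.8% and 17.1% of the variance. WT lay at a mean distance of 139 from L1, 133 from L24 and 110 from L18, while L1 and L24 lay 103 apart. Samples with the same replicate number were not paired across groups, since across genes the correlation of their deviations from the group means ran from -0.257 to 0.343 and exceeded 0.1 in 4 of 18 pairs.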

The overall quality of the experiment was then evaluated; on the basis of the high similarity between replicates, based on the Principal Component Analysis (PCA) using the normalized gene expression values as input (Figure S3a), data from all 12 samples were used for further investigations.

A differential expression analysis was performed to identify the differentially expressed genes (DEGs) emerging from the three comparisons (L1 vs. WT, L18 vs. WT, and L24 vs. WT), as well as DEGs common to multiple comparisons. For each comparison, the relationship between fold change (FC) values and the statistical significance of DEGs was visualized via volcano plots, while MA-plots were used to identify normalization issues and expression-dependent patterns in the log ratios (Figure S3b,c). Each comparison produced several thousand DEGs (Figure 3). The transgenic line L1 was the one with the most DEGs, in comparison to WT (9033, downregulated = 4489/upregulated = 4544), followed by L24 (8225, downregulated = 4111/upregulated = 4114), and L18 (5515, downregulated = 2755/upregulated = 2760). 

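Of the 20024 genes tested, 7946 (39.7%) were called in L1, of which 4085 were downregulated and 3861 upregulated. In L24, 7998 genes (39.9%) were called, 4140 down and 3858 up, and in L18 5071 genes (25.3%), 2567 down and 2504 up. The median absolute log2 fold change of the called genes was 1.05 in L1, 1.04 in L18 and 1.03 in L24. In 10 simulated sets of unchanged groups with the mean and spread of the real counts, at most 1 gene was called in any comparison. Which of L1 and L24 had more DEGs depended on the samples in the fit, since with only the 2 groups compared in each fit 8334 genes were called in L1 and 7691 in L24. The largest relative move came without WT replicate 2, which left 3559 genes in L18.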

In order to identify common pattern of gene expression among transgenic lines, we also considered the list of all the significant DEGs that overlapped among the three comparisons, which resulted in total of 2461 core-DEGs (downregulated = 1346/upregulated = 1115). 

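In all 3 comparisons with the same sign, 2259 genes were called, 1256 downregulated and 1003 upregulated, and a further 213 genes were called in every line but with differing signs. Without WT replicate 2 the number of core-DEGs fell to 1607, the largest move among the alternatives. The 3 comparisons share the WT samples, which alone links their fold changes. Across the genes tested, which are not independent replicates, the log2 fold changes of L1 and L24 had a Pearson r of 0.754 and a Spearman rho of 0.723, against a mean r of 0.5005 in 10 simulated sets of unchanged groups with a shared control. For L18 and L24, r was 0.577 and rho 0.542 against a simulated r of 0.5005. For L1 and L18, r was 0.554 and rho 0.488 against a simulated r of 0.516, with a range of 0.495 to 0.543. Leaving out each sample in turn, this r ran from 0.509 (without L18 replicate 3), inside that range, to 0.581 (without WT replicate 3). The log2 fold changes had the same sign in all lines for 58.4% of the genes, against 49.9% in the simulated sets. These sets hold no changed gene, so in them only the spread of replicates links the lines. In the data 25.3% (L18) to 39.9% (L24) of the genes were called. The simulated values therefore cannot decide how much of each r or of the shared signs comes from the shared WT samples. Of the 5208 genes called in both L1 and L24, 5036 changed in the same direction and 172 in opposite ones, of 3255 in both L18 and L24, 3001 and 254, and of 3167 in both L1 and L18, 2821 and 346. The shared WT samples raise these counts of genes with the same direction too, and no simulated value was set beside them.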

Among core-DEGs, 632 had a log_2_FC < −1 and 579 had a log_2_FC > +1. 

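With the threshold applied to each line separately, 508 core-DEGs had a log2 fold change below -1 in all lines and 536 above 1 in all lines, 1044 genes together. With the threshold applied to the mean of the 3 lines instead, the numbers were 799 and 750. Apart from this rule, the total moved most with limma on log2(FPKM + 1), which shrinks the fold changes of genes with few reads and left 678 genes beyond 1 in every line.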

The complete list of the identified DEGs for each comparison is provided in Table S2.

Validation of the RNA-seq expression data was performed by means of RT-qPCR, testing the expression of selected core-DEGs. In particular, in order to span a consistent range of FC values (−7.99 < log_2_FC < +8.14) and gene functions, the following were tested: genes encoding phenylpropanoid enzymes (*Ccrd_010165*/C4H, *Ccrd_015556*/4CL, *Ccrd_015561*/HCT, *Ccrd_004659*/CCoAOMT), other enzymes (*Ccrd_024577*/NADPH dehydrogenase, *Ccrd_000418*/xyloglucan endoglucosylase), cyclin-dependent kinase inhibitors (*Ccrd_010818*/KRP7-like), and TFs (*Ccrd_019107*/MADS-TF, *Ccrd_016332*/AP2-TF). 

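By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, 8 of these 9 genes were called in all lines, and 9 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. *Ccrd_010165*, a cytochrome P450 gene on scaffold 3042 from 39949 to 42193, had 22896 ± 1937 normalized counts in WT (mean ± SD, n = 3), 3901 ± 934 in L1, 5476 ± 697 in L18 and 4249.6 ± 564 in L24. By this edgeR test, its log2 fold change was -2.55 in L1 (standard error 0.20, adjusted p = 4.21e-07), -2.06 in L18 (standard error 0.19, adjusted p = 4.94e-06) and -2.43 in L24 (standard error 0.19, adjusted p = 7.41e-07). Its neighbouring genes had a median of -0.74, -0.34 and -0.39 in the same lines, and its change beyond that median, -1.81, -1.72 and -2.04, still passed the threshold. *Ccrd_015556*, on scaffold 1578 from 99676 to 104154, fell from 2819 ± 109 normalized counts to between 657 in L18 and 924 in L1, and *Ccrd_015561*, on scaffold 845 from 71956 to 73882, from 3312 ± 221 to between 109.8 in L24 and 217 in L18. The log2 fold changes of *Ccrd_015561* were -4.83, -3.94 and -4.91 in L1, L18 and L24, and in L24 the neighbours of *Ccrd_015556* and *Ccrd_015561* had medians of -0.33 and -0.34. The largest fitted fall in the list was that of *Ccrd_004659*, on scaffold 2668 from 74592 to 77315, with a log2 fold change of -8.03 in L24 (standard error 0.58), where 2.49 ± 1.63 normalized counts were left of 677 ± 55.7 in WT. The largest rise was that of *Ccrd_000418*, on scaffold 20 from 472082 to 475245, which went from 253 ± 93.3 normalized counts in WT to 70992 ± 8709.9 in L18, a log2 fold change of 8.14 (standard error 0.41), with 5.01 in L1 and 6.62 in L24. *Ccrd_010818* had log2 fold changes of -2.80, -1.27 and -4.98 in L1, L18 and L24, where its neighbours had a median of 0.21, and its call in L18 was lost without WT replicate 3, L18 replicate 1 or L18 replicate 3 and with limma on log2(FPKM + 0.1). *Ccrd_019107* had log2 fold changes of -2.60 in L1 and -2.62 in L24 and was at least 56.0-fold lower in L18, where no replicate had more than 1 count. *Ccrd_016332* rose by 1.81, 1.70 and 1.74. *Ccrd_024577* had at most 3 counts in each WT replicate. Its mean was at least 4.58-fold higher in L1, 3.04-fold in L18 and 2.52-fold in L24. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment its adjusted p was 0.00849, 0.0479 and 0.0602, so that it was not called in L24. Its call in L18 was lost in 14 of 25 alternatives, among them the fits without any 1 of the WT replicates. For each of the 9 genes, all 3 replicates of every line lay on the same side of all WT replicates. For *Ccrd_024577*, L24 replicate 1 and WT replicate 2 both had 3 counts. Their order, 3.05 against 2.96 normalized counts, comes from library scaling only.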

The quality of the expression data from RNA-seq was excellent given the high correlation of expression values via validation (R^2^ = 0.9), and the consistency among biological and technical replicates analyzed (Figure S4).

### 2.6. Gene Ontology Enrichment Analysis (GOEA)

A Gene Ontology (GO), followed by a Gene Ontology Enrichment Analysis (GOEA), was performed with the core-DEGs to identify the most enriched GO terms. The complexity of the list of enriched GO terms for biological processes (BP), molecular functions (MF), and cellular components (CC) was reduced via the software REVIGO, in order to identify and collapse redundant terms. Figure 4 shows CirGO visualization of enriched BP; interestingly downregulated core-DEGs were categorized in processes such as lignin biosynthesis (GO:0009809), phenylpropanoid metabolism (GO:0009698), aromatic amino acids biosynthesis (GO:0009073), hyperosmotic salinity response (GO:0042538), and cell cycle arrest (GO:0007050). On the other hand, BP relative to upregulated core-DEGs included the mitotic cell cycle (GO:0000278), positive regulation of cell division (GO:0051781), mitotic chromosome condensation (GO:0007076), and microtubule-based movement (GO:0007018). 

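Table S3 lists the core-DEGs under each term, 27 genes for these 5 terms, and all were tested. In all lines, 25 of them were called as downregulated over all genes, and 27 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Without WT replicate 3 the number fell to 20, the largest move among the alternatives. All 5 genes of lignin biosynthesis were called, with median log2 fold changes of -1.73 in L1, -1.66 in L18 and -2.91 in L24. Of the 8 genes of phenylpropanoid metabolism 7 were called, with medians of -3.81, -2.53 and -4.21. All 9 genes of aromatic amino acids biosynthesis were called, with medians of -1.37, -0.91 and -1.67, but relative to their neighbouring genes only 7 were. All 3 genes of the hyperosmotic salinity response were called, with medians of -0.89, -0.97 and -1.19, and only 1 of them relative to its neighbouring genes, with limma on log2 FPKM, or without WT replicate 2 or WT replicate 3. Of the 2 genes of cell cycle arrest, both cyclin-dependent kinase inhibitors, *Ccrd_010818* was called in all lines, while *Ccrd_012564* had log2 fold changes of -1.47 in L1 (standard error 0.44, adjusted p = 0.0163), -2.40 in L18 (standard error 0.47, adjusted p = 0.00201) and -0.96 in L24 (standard error 0.43, adjusted p = 0.0901) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.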

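These 4 terms hold 27 genes in Table S3, and every one of them had a positive log2 fold change in every line. As upregulated in all lines, 19 were called over all genes and 24 when adjusted over the list alone, which was chosen on these samples and is not independent evidence. The number of called genes depended on single samples and on the test more than for the downregulated terms. It fell to 7 without WT replicate 1, 10 without WT replicate 2, 11 without WT replicate 3, 9 without L1 replicate 1, 8 without L1 replicate 2 and 9 without L18 replicate 3, rose to 25 without L18 replicate 2, and was 6 with limma on log2(FPKM + 1). Relative to their neighbouring genes, 14 were called. Microtubule-based movement held 20 genes, of which 14 were called, with median log2 fold changes of 0.97 in L1, 1.19 in L18 and 1.68 in L24. All 3 genes of mitotic chromosome condensation were called, with medians of 0.77, 0.88 and 1.51, and 2 of them relative to their neighbours. Of these 3, 0 were called without WT replicate 1, L1 replicate 1 or L1 replicate 2 and with limma on log2(FPKM + 1). Without WT replicate 2, WT replicate 3, L18 replicate 1 or L18 replicate 3, 1 was called. Of the 2 genes of the mitotic cell cycle and the 2 of positive regulation of cell division, 1 each was called in all lines. Replicates of a line spread widely at these genes, as in *Ccrd_021751*, with 323 ± 228 normalized counts in L18 and 118 ± 10.2 in WT (mean ± SD, n = 3).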

For a complete exploration of GO annotations of core-DEGs, full GOEA lists are provided as Table S3.

Besides MYB4, the regulation of phenylpropanoid metabolism depends on many other transcription factors (TFs). Analysis of our transcriptomic data against the PlantTFDB database detected 153 genes encoding DE TFs (78 downregulated and 75 upregulated in *AtMYB4oe* lines, compared to WT), accounting for 6.2% of the total core-DEGs (Table 2). The most numerous TF family was bHLH (18), followed by NAC (17) and WRKY (15). A total of 11 core-DEGs encoded MYB-related TFs, here listed alongside their putative Arabidopsis paralogues: among these, six were downregulated (*Ccrd_007105*/*AtMYB5, Ccrd_006948*/*AtMYB79, Ccrd_002014*/*AtMYB15, Ccrd_001286*/*AtMYB19, Ccrd_018110*/*AtMYB48, Ccrd_013908*/*AtMYB107*), and five were upregulated (*Ccrd_002100*/*AtMYBS2, Ccrd_001632*/*AtMYB62, Ccrd_012299*/*AtMYB36, Ccrd_012123*/*AtMYB38, Ccrd_009207*/*AtMYB14*). 

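Among these 11 genes, 9 were called in all lines by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 of the 6 downregulated and all 5 upregulated ones, and the same number when adjusted over the list alone, which the study chose on these samples. *Ccrd_012299*, on scaffold 94 from 541406 to 543081, rose from 22.6 ± 6.15 normalized counts in WT to 387 ± 83.3 in L1, 131 ± 17.3 in L18 and 269.7 ± 166 in L24 (mean ± SD, n = 3). By the same edgeR test its log2 fold changes were 4.10 in L1 (standard error 0.42, adjusted p = 5.53e-06), 2.53 in L18 (standard error 0.42, adjusted p = 6.11e-04) and 3.57 in L24 (standard error 0.42, adjusted p = 1.98e-05). *Ccrd_001632* rose by 2.51, 1.91 and 2.28 and *Ccrd_012123* by 1.42, 1.27 and 1.38 on the log2 scale in L1, L18 and L24. *Ccrd_009207* rose by 1.25, 0.85 and 1.58 among neighbours with medians of -0.48, -0.58 and -0.54, and its call in L18 was lost without WT replicate 1, WT replicate 2 or L18 replicate 1. The smallest change was that of *Ccrd_002100*, 0.45, 0.50 and 0.47, whose calls in all lines were lost without WT replicate 1 or WT replicate 3. Without WT replicate 1 or L18 replicate 1, 3 of the 5 upregulated genes were called in all lines, and without WT replicate 3, L24 replicate 2 or L24 replicate 3, or with limma on log2(FPKM + 0.1), 3 of the 6 downregulated ones. *Ccrd_006948*, with 64.1 ± 9.65 normalized counts in WT, was at least 22.2-fold lower in L1 and 20.1-fold lower in L24, and had a log2 fold change of -3.55 in L18. *Ccrd_018110*, with 123 ± 23.2, was at least 42.5-fold lower in L18 and 38.6-fold lower in L24, and had a log2 fold change of -1.84 in L1, with a median of -0.38 among its neighbours in L24. *Ccrd_001286*, with only 10.1 ± 6.96 normalized counts in WT, was at least 3.51-fold lower in L1 (adjusted p = 0.0113 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with -2.35 in L18 (standard error 0.98, adjusted p = 0.0959) and -1.99 in L24 (standard error 0.96, adjusted p = 0.113), and 2 replicates of L18 and 1 of L24 lay below every WT replicate.

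**Figure D1:**
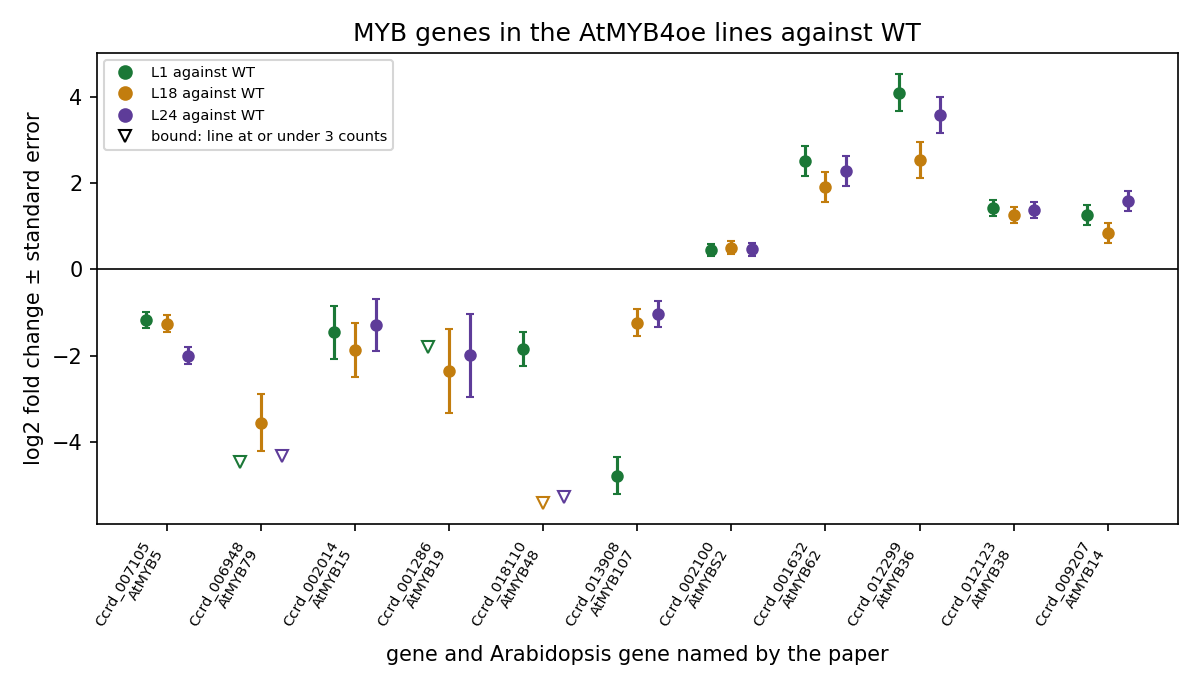
Log2 fold changes of the 11 MYB genes in L1, L18 and L24 against WT (vertical axis, with standard errors; 3 replicates per group), by gene on the horizontal axis. Open triangles are bounds for genes with at most 3 counts in each replicate of the line, where the fall is at least as large as drawn. The genes from *Ccrd_007105* to *Ccrd_013908* lie below 0 and those from *Ccrd_002100* to *Ccrd_009207* above 0 in every line.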

Other TFs, such as bZIP, GRAS, AP2 and MADS, HSF, and bZIP, were also identified.

Considering the observed reduction in the phenolic content of transgenic lines and the GOEA identifying several DEGs involved in phenylpropanoid pathways, as well as the changes in the fatty acids profile (particularly oleic acid), we focused our attention on the transcriptional changes that the *AtMYB4* overexpression induces on the biosynthesis of these compounds. Based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) annotations of the phenylpropanoid biosynthesis (ccav:00940), we identified all *Cynara* enzymes involved in all the catalytic steps of the pathway leading to lignin monomers and CGA, and their relative genes among DEGs (Table S4). Similarly, we identified the main genes putatively involved in the production and conversion of oleic acid, as part of the biosynthesis of unsaturated fatty acids (ccav:01040) (Table S5). For the phenylpropanoid biosynthesis, the 12 main catalytic steps, identified by their Enzyme Commission (E.C.) number, involved a total of 73 genes found in at least one of the three DEG lists; the three transgenic lines had a similar number of DEGs belonging to this pathway: in L1, 55 DEGs (24 downregulated and 31 upregulated), in L18, 49 DEGs (27 downregulated and 22 upregulated), in L24, 58 DEGs (29 downregulated and 27 upregulated). Strong downregulation is particularly represented upstream in the pathway, as demonstrated by the number of core-DEGs encoding catalytic activities for the early biosynthetic steps: phenylalanine ammonia-lyase/PAL [E.C. 4.3.1.24], cinnamate 4-hydroxylase/C4H [E.C. 1.14.14.91], 4-coumaroyl CoA-ligase/4CL [E.C. 6.2.1.12], and hydroxyl-cinnamoyl-transferase/HCT [E.C. 2.3.1.133], with two downregulated core-DEGs found for each of these steps. 

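Genes were assigned to these enzymes from the descriptions in a copy of Table S2 that holds only DEGs of L1, with log2 fold changes of at least 1.12 or at most -1.20, so that genes with smaller changes in L1 are absent from the families. C4H and HCT were each represented by the gene the paper names. Both genes described as phenylalanine ammonia-lyase were downregulated in all lines, with every replicate of the lines below every WT replicate. *Ccrd_014855*, on scaffold 5442 from 7052 to 11961, had 1414 ± 199 normalized counts in WT, 19.4 ± 9.72 in L1, 144 ± 48.0 in L18 and 76.6 ± 23.5 in L24 (mean ± SD, n = 3). Its log2 fold changes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were -6.26 in L1 (standard error 0.37, adjusted p = 6.87e-08), -3.29 in L18 (standard error 0.30, adjusted p = 4.80e-06) and -4.21 in L24 (standard error 0.32, adjusted p = 5.43e-07). *Ccrd_007512*, on scaffold 24 from 300741 to 315153, had 21008 ± 944 normalized counts in WT and log2 fold changes of -2.11, -0.97 and -1.69. Of 12 genes described as 4-coumarate--CoA ligase, 5 were downregulated in all lines, among them *Ccrd_018690* (log2 fold changes of -5.17, -4.002 and -4.22), *Ccrd_018719* (-4.71, -3.26 and -4.67) and *Ccrd_022733* (-4.39, -2.96 and -4.52). Neighbours of *Ccrd_018690* and *Ccrd_018719* had medians of -0.67 and -0.61 in L24, and both genes stayed called relative to them. None of the 12 was upregulated in all lines, but 4 were upregulated in L1 and 5 in L24, and the median of the family was -1.71 in L1, -0.58 in L18 and -1.38 in L24.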

Among later biosynthetic steps, peroxidase activity/POD [E.C. 1.11.1.7] accounted for the majority of the DEGs (41), followed by cinnamyl-alcohol dehydrogenase/CAD [EC:1.1.1.195]. 

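In the same copy of Table S2, 39 genes are described as peroxidases, apart from glutathione, ascorbate and thioredoxin peroxidases, and 38 of them were called in at least 1 line. They changed in both directions, with 6 downregulated and 10 upregulated in all lines and another 2 called in all lines with differing signs. In L1, where the list was selected, 30 were upregulated and 8 downregulated, in L18 13 and 7, and in L24 21 and 9. The median log2 fold change of the 39 genes was 2.55 in L1, 0.75 in L18 and 1.96 in L24, or 2.29, 0.62 and 1.85 with genes at the detection floor of a group set to their bound. *Ccrd_017982* had the largest rise among the genes called in all lines and expressed in WT, from 66.4 ± 22.2 normalized counts in WT to 10318 ± 2369.6 in L1 (mean ± SD, n = 3). *Ccrd_004165* had log2 fold changes of -3.11, -1.03 and -5.83 in L1, L18 and L24. The most expressed, *Ccrd_009572*, with 53252 ± 8453 normalized counts in WT, changed by -1.57, -1.34 and -1.77 among neighbours with medians of -0.79, -0.54 and -0.41, and relative to them it was still called.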

Overall, average downregulation was stronger in the early catalytic steps of the pathway (Figure 5).

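In the copy of Table S2 used here, 1 expressed gene, *Ccrd_010683* on scaffold 1908 from 64007 to 65411, is described as a type 2 fatty acid desaturase, the soluble kind to which stearoyl-ACP desaturases belong. It had 0 counts in every WT and L24 replicate, 5, 29 and 27 counts in L1 and 2, 0 and 1 in L18, so that in L1 it was at least 6.02-fold higher than in WT, while no change was detectable at this depth in L18 and L24, and its neighbours had medians of -0.54 in L1, -0.24 in L18 and -0.54 in L24. A type 1 desaturase, the membrane-bound kind that includes ∆(12)-desaturases, is the description of 9 genes, of which 3 were upregulated and 3 downregulated in L1, 3 and 0 in L18 and 6 and 1 in L24. The descriptions do not tell ∆(12)-desaturases from others, and the list holds only genes changed in L1. The median log2 fold change of the 9 genes was 1.31 in L1, 0.97 in L18 and 2.16 in L24. Called in all lines was only *Ccrd_002833*, downregulated in L1 (-1.79) and upregulated in L18 (0.97) and L24 (1.81).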

When focusing on the biosynthesis of oleic acid (Figure 6), genes encoding the activity of soluble stearoyl-ACP desaturase/SAD [E.C. 1.14.19.2-1.14.19.11-1.14.19.26] activity were found to be upregulated in L1 and L24, while upregulated genes encoding the activity of ∆(12)-fatty-acid desaturase/FAD2 [E.C. 1.14.19.6-1.14.19.22] were found for all lines, including three upregulated core-DEGs.

## 3. Discussion

For this study, we set up a protocol for the stable genetic transformation of cardoon cell cultures, with the aim of lowering the lignin content of cell walls, and increasing the accessibility to degradative enzymes, by overexpressing the coding sequence of the Arabidopsis MYB4 transcription factor under the control of the constitutive *CaMV35S* promoter. While biolistic transformation of cell suspension from cardoon has been attempted before [61], to the best of our knowledge, ours is the first report of successful stable transformation of cardoon cell cultures via *A. tumefaciens*. 

To this end, we used two *Agrobacterium* strains (EHA105 and AGL1) with the same genetic background (C58), obtaining a similar number of transformation events, thus highlighting the reproducibility and value of this method.

The analyses of the transgenic lines proved that the *CaMV35S* promoter is suitable for overexpression strategies also in cardoon cells, as already shown for other Asteraceae such as artichoke [62], chicory (*Cichorium intybus* var. *sativum* L., [63]), and gerbera (*Gerbera jamesonii*, [64]). The three independent lines selected for this study overexpressed the transgene at significantly different levels, allowing for the exploration dose-dependent phenotypes. 

The overexpression of different MYB4 proteins resulted in reduced plant stature [49,59,65,66]. Moreover, it has been recently shown that in the dwarf *ref4-3* Arabidopsis plants, affected in a regulator of phenylpropanoid homeostasis [67], *AtMYB4* expression is up-regulated, and in the *myb4 ref4-3* double mutant there is a reversion to the wild type phenotype [60]. More generally, different lignin mutants exhibit impaired growth that interferes with the broader deployment of lignin engineered plants, a phenomenon referred to as lignin modification-induced dwarfism (LMID). Although the actual mechanism by which dwarfism arises remains unknown, some possible interpretations have been proposed [68]. Surprisingly, a remarkable and unforeseen characteristic of the cardoon *AtMYB4oe* lines is their faster and more replicable growth rate, in comparison to WT, both on solid and liquid media. L18 is the fastest line to accumulate biomass on solid medium, hinting at a correlation with its highest overexpression levels of *AtMYB4*. However, growth rates of all *AtMYB4oe* lines are of particular interest in the case of cell suspensions. The use of bioreactors for PCC depends in fact on the possibility of using appropriate liquid medium and apparatus to propagate cells [69]. Previous studies have already highlighted how cardoon cells are promising for the production of high yields of biomass [70], and for their use in continuous cell culture systems. This feature is due to the ability of these cells to adapt to new environmental conditions, and to the low aggregation and low cell growth on the walls of the fermenters [71]. Our transcriptomic data bolster the evidence of faster growth rates of *AtMYB4oe* lines: a significant number of upregulated DEGs was classified via GOEA as belonging to different activities related to mitosis. Among them, *Ccrd_006023* (orthologue of Arabidopsis *AUR3*) encodes a Ser/Thr kinase, whose activity peaks during cell division [72], *Ccrd_013806* encodes a DNA-polymerase and *Ccrd_000826* (orthologue of *AtHUB1*) positively regulates G2/M transition through histone monoubiquitination [73]. 

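*Ccrd_006023*, on scaffold 195 from 281928 to 286770, had 55.0 ± 0.377 normalized counts in WT, 139 ± 37.7 in L1, 137 ± 24.7 in L18 and 252 ± 43.5 in L24 (mean ± SD, n = 3), and every replicate of the lines lay above every WT replicate. Its log2 fold changes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 1.34 in L1 (standard error 0.24, adjusted p = 5.27e-04), 1.32 in L18 (standard error 0.24, adjusted p = 0.00108) and 2.19 in L24 (standard error 0.24, adjusted p = 9.37e-06), among neighbours with medians of 0.33, 0.21 and 0.24. *Ccrd_013806*, on scaffold 305 from 261675 to 270525, rose by 0.72, 0.61 and 0.69 and was called in all lines, but its neighbours rose by a median of 0.37, 0.19 and 0.43, and relative to them it was called in none. Its call in L18 was also lost with limma on log2 FPKM and without WT replicate 1, WT replicate 2, L18 replicate 1 or L18 replicate 3, and that in L24 without L24 replicate 2. *Ccrd_000826*, on scaffold 549 from 142194 to 159237, rose from 713 ± 47.7 to 1240.4 ± 353 in L1, 1093 ± 345 in L18 and 1280.4 ± 394 in L24, with log2 fold changes of 0.80 in L1 (standard error 0.27, adjusted p = 0.0285), 0.62 in L18 (standard error 0.27, adjusted p = 0.109) and 0.84 in L24 (standard error 0.27, adjusted p = 0.0222) by the same edgeR test, and in L18 2 of 3 replicates lay above every WT replicate. Its call in L1 was lost without any 1 of the WT replicates or L1 replicate 2 and with limma on log2(FPKM + 1) or log2(FPKM + 0.1), and that in L24 without WT replicate 1, WT replicate 3, L24 replicate 2 or L24 replicate 3. In L18 it was called without L18 replicate 2 and, with only the 2 groups in each fit, by edgeR's exact test, an alternative chosen after seeing the data. All 3 genes were called in all lines when adjusted over the list alone, and 2 over all genes tested. The adjustment over the list alone is not independent evidence, because the study chose these genes on these samples. Genes described as kinesins, which move along microtubules, were upregulated in all lines in 4 of 11 cases, and cyclins in 3 of 5, with 1 of the 5 downregulated in all lines, both taken from genes changed in L1.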

Several plant MYB TFs, in particular of R1R2R3-type, have been shown to regulate cell cycle [74], and this function has been reported also for the AtMYB59, AtMYB125, FOUR LIPS/AtMYB124, AtMYB88, AtMYB46, and AtMYB83 R2R3-type MYBs [74,75,76,77,78]. For AtMYB4 and its orthologues involvement in the control of cell cycle has not been reported; however, the reduced plant stature in different species overexpressing MYB4 orthologues, the faster growth rate of the *AtMYB4oe* cardoon lines, and the differences in their transcriptional modulation of cell cycle genes as compared with WT suggest a possible role of AtMYB4 in the regulation of cell cycle progression. A recent article characterized the MYB4-comprising regulatory network driving lignification in bamboo (*Phyllostachys edulis*), and the transcriptomic analyses confirmed that genes related to cell cycle activation and cell differentiation are downregulated as lignification progresses in shoots [79], supporting the idea of a negative correlation between the synthesis of lignin and growth rate. In addition to this, it was very recently shown that *AtMYB46* and *AtMYB83* in *Arabidopsis thaliana* and *RrMYB18* in *Rosa rugosa* are induced by wounding, and regulate the expression of genes involved in cell wall biosynthesis, including lignin, and cell cycle progression. Moreover, expression correlation analysis in different species revealed that this co-regulation of genes involved in both processes is highly conserved [74]. These results question the previous accepted suggestion that these two processes are independently regulated [80]. It can also be hypothesized that AtMYB4 may be part of this co-regulatory network, and that the opposite phenotype observed in plants and in PCC overexpressing MYB4 proteins might depend on the important and dispensable role of lignin in the two systems, respectively, and then in the different compensation mechanisms activated by the cells in plants compared to PCC.

A lack of growth of *AtMYB4oe* lines on 100 mM NaCl-medium is corroborated by the downregulation of hyperosmotic salinity response detected by GOEA, as well as by the reduction in antioxidant activity of all the transgenic lines; the increased salt-sensitivity could also be related to the reduction of lignin content in cell walls. 

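The 3 genes listed under the hyperosmotic salinity response differed in the size of their fall. *Ccrd_001771*, on scaffold 79 from 547122 to 549472 and described as HVA22-like, had 13847 ± 2052 normalized counts in WT, 149.6 ± 69.7 in L1, 6513 ± 1905 in L18 and 888 ± 221 in L24 (mean ± SD, n = 3). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, its log2 fold change was -6.51 in L1 (standard error 0.37, adjusted p = 5.08e-08), -1.09 in L18 (standard error 0.29, adjusted p = 0.0137) and -3.96 in L24 (standard error 0.33, adjusted p = 9.44e-07), and the call in L18 was lost without WT replicate 2 or L18 replicate 3. *Ccrd_025038*, on scaffold 2663 from 39787 to 44353, had log2 fold changes of -0.50, -0.97 and -1.19 in L1, L18 and L24. Its call in L1 was lost relative to its neighbours, with limma on log2 FPKM, and without WT replicate 2, WT replicate 3 or L1 replicate 2. *Ccrd_009462*, on scaffold 45 from 350622 to 352082, changed by -0.89, -0.69 and -0.65 within a run of genes whose medians were -0.72, -0.59 and -0.47, and relative to these neighbours it was called in no line. Every replicate of the lines lay below every WT replicate for the 3 genes.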

On the contrary, WT tolerance to this stress condition confirms what was already revealed for plants of the same genotype [9].

We demonstrated that the levels of phenolic compounds were severely affected in *AtMYB4oe* lines. We also showed a high correlation between phenolics and antioxidant activities, coherent with previous studies on different cardoon tissues [22]. Folin–Ciocalteu’s quantification was used to quickly confirm the depletion of total phenolics, which accumulate at the lowest level in L18, another evidence of a putative dose-dependent effect of the overexpression of *AtMYB4*. 

We showed that lignin content was severely reduced in *AtMYB4oe* lines, and the depletion of total phenols and lignin was reflected by the RNA-seq data: GOEA of DEGs revealed the downregulation of genes involved in phenylpropanoid biosynthesis and, more specifically, in lignin biosynthesis and cell wall organization. 

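The 5 genes that Table S3 lists under lignin biosynthesis include 3 described as caffeoyl-CoA O-methyltransferases, *Ccrd_004659*, *Ccrd_019031* and *Ccrd_012615*, and 1 peroxidase, *Ccrd_016862*. *Ccrd_019031*, on scaffold 364 from 132763 to 150464, had 35534 ± 1865 normalized counts in WT, 3110.0 ± 599.9 in L1, 6935 ± 1709.5 in L18 and 4713 ± 420.3 in L24 (mean ± SD, n = 3), with log2 fold changes of -3.51 in L1 (standard error 0.21, adjusted p = 6.87e-08), -2.36 in L18 (standard error 0.20, adjusted p = 2.42e-06) and -2.91 in L24 (standard error 0.21, adjusted p = 2.75e-07) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Ccrd_012615* had log2 fold changes of -1.73, -1.66 and -1.07 in L1, L18 and L24. Another gene of this description, *Ccrd_012618*, rose by 1.92 in L1 and 1.77 in L24 and was not called in L18 (-0.19). *Ccrd_016862* changed by -1.59, -1.40 and -2.96 while its neighbours rose by a median of 0.96, 0.36 and 0.29. *Ccrd_002194* changed by -0.63, -1.10 and -1.02, and its call in L1 was lost without WT replicate 1, L1 replicate 1 or L1 replicate 2. All replicates of the lines lay below all WT replicates for the 5 listed genes. The paper reasons from the GO terms enriched among the downregulated DEGs that the loss of total phenols and lignin measured in the callus is reflected in its transcriptome.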

Lignin polymers reinforce plant cell walls, binding cellulose fibers, and protecting them from enzymatic degradation. This evidently means that lignin is also a barrier to efficient biomass saccharification, thus making pretreatments of lignocellulosic biomass necessary to efficiently achieve the hydrolysis of polysaccharide fractions, for example, for the recovery of fermentable sugars [81]. We demonstrated that the reduction of lignin in *AtMYB4oe* lines significantly increases saccharification yields, as proven by the higher levels of released glucose: this is another fundamental and desirable feature for the use of these cell lines in bioreactors, as the reduction of lignin enhances the accessibility of the cellulose fraction to enzymatic degradation. A similar result was shown in planta through the overexpression of *PvMYB4* in switchgrass [66]. 

Altogether, the described biochemical and molecular evidence proves that the heterologous protein AtMYB4 also maintains its role when expressed in cardoon cells.

Notably, the overexpression of *AtMYB4* allowed for the simultaneous alteration of the expression of other TFs (including several other *MYBs*). This should be considered for the potential amplification effects on the modulation of the same pathway, or for cascade effects on other pathways. Amplification effects can for example be explained by the detected downregulation of *Ccrd_002014* (orthologue of *AtMYB15*), which is involved in lignin biosynthesis [82]. 

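*Ccrd_002014*, on scaffold 4066 from 32393 to 43818, was expressed at a low level, with 16.5 ± 9.03 normalized counts in WT, 6.12 ± 2.30 in L1, 4.30 ± 3.54 in L18 and 6.66 ± 1.96 in L24 (mean ± SD, n = 3). Its log2 fold change was -1.46 in L1 (standard error 0.61, adjusted p = 0.0703), -1.87 in L18 (standard error 0.63, adjusted p = 0.0419) and -1.29 in L24 (standard error 0.61, adjusted p = 0.104) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so that it passed the threshold in L18 only, while all replicates of every line lay below all WT replicates. Leaving out each sample in turn, its change in L1 ran from -1.75 without L1 replicate 3 to -0.93 without WT replicate 3. Over the 23 alternatives that tested it, the change in L1 ran from -1.75 to -0.58. Of these alternatives, 2 called it in L1 (edgeR's exact and likelihood ratio tests), and the adjusted p ran from 0.0283 to 0.303. The call in L18 was lost in 8 of these 23 alternatives, among them the fits without WT replicate 2, WT replicate 3, L18 replicate 2 or L18 replicate 3, and in L24 no alternative called it.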

In a biorefinery context, in addition to the high yields of biomass, cardoon has been described for its rich phenolic profile, characterized by high-added value nutraceuticals [19,22]. Metabolic analyses revealed that cardoon calluses accumulate high levels of phenolics, in particular CGA and cynarine [22,83]. We confirmed the presence of high levels of total phenols in WT lines, that are even higher than previously observed in leaves of the same genotype [22], whereas total phenols were reduced in the *AtMYB4oe* lines, as expected. However, a deeper quantitative and qualitative characterization revealed interesting findings about specific nutraceuticals: CGA accumulates more in two of the lines we tested (L1 and L24) than WT. Similarly, in L1 and L24 lines, *p*-coumaric acid and flavonoids identified in the extracts (quercetin, kaempferol, naringin, luteolin, myricetin, and apigenin) accumulated at similar levels than WT. Notably, this confirms that while the overexpression of *AtMYB4* represses the phenylpropanoid pathway by reducing the production of lignin monomers, it does not necessarily depauperate nutraceuticals, which could be recovered from the cell cultures, increasing the interest in these lines from a biotechnological point of view. 

Given the potential of cardoon as a source of oils, we performed quantitative and qualitative analyses of the fatty acids profile of WT and transgenic lines. The use of friable calluses from other species has been previously suggested as a potential source for plant oils, especially for biofuels, such in the case of *Jatropha curcas* [84]; we have shown that leaf-derived cell cultures of cardoon only contain limited amounts of oil in WT (and even less in *AtMYB4oe* lines, though a more precise quantitative approach is required), a result that does not differ from what is observed in leaves, where the oil content ranges from 10 to 15%, depending on the genotype [22]. While the levels of calluses oil content do not match the average levels of seeds (25%, [22]), the faster accumulation of biomass of the transgenic lines could, however, offset this drawback. Unexpectedly, we have also observed how the overexpression of *AtMYB4* also reflects on the composition of oils. A major result is the 3-fold increase in the levels of oleic acid in two of the transgenic lines (L1 and L24), which should be taken in consideration both from a nutraceutical and industrial perspective. The increase of oleic acid is corroborated by the transcriptional data, as shown by the expression levels of genes encoding SAD activity, responsible for the conversion of saturated stearic acid to oleic acid [85]: only in L1 and L24 are SAD genes in fact upregulated, while their expression level does not change for L18, whose oleic acid levels do not differ from WT, despite being the line with the strongest AtMYB4 overexpression. 

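*Ccrd_026332*, on scaffold 6748 from 17985 to 19273, was examined after its values had been seen, because its deposited mean FPKM, 33.3 in WT and 341 in L1, are those printed in Table S2 for the desaturase gene *Ccrd_017320*, which has 1 count in all samples together. The match does not tell whether the identifier or the values of that row are wrong. No description used here names *Ccrd_026332* as a desaturase, so whether it encodes SAD activity was not established. *Ccrd_026332* had 627 ± 53.1 normalized counts in WT, 6097 ± 2716 in L1, 693 ± 533 in L18 and 3477 ± 399 in L24 (mean ± SD, n = 3). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, its log2 fold change against WT was 3.28 in L1 (standard error 0.61, adjusted p = 7.86e-04), 0.15 in L18 (standard error 0.57, adjusted p = 0.882) and 2.47 in L24 (standard error 0.59, adjusted p = 0.00454). The difference between lines was tested itself by the same edgeR test and was 3.13 for L1 against L18 (adjusted p = 0.00131) and 2.32 for L24 against L18 (adjusted p = 0.00872). Leaving out each replicate in turn, the differences stayed between 2.61 and 3.56 and between 1.80 and 2.76. The L18 replicates spread widely, with 1163, 75 and 1010 counts against 560, 593 and 570 in WT, and the direction of L18 against WT reversed without L18 replicate 1 (-0.28) or L18 replicate 3 (-0.15). The gene described as a type 2 desaturase, *Ccrd_010683*, was detected above the floor in L1 only.

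**Figure D2:**
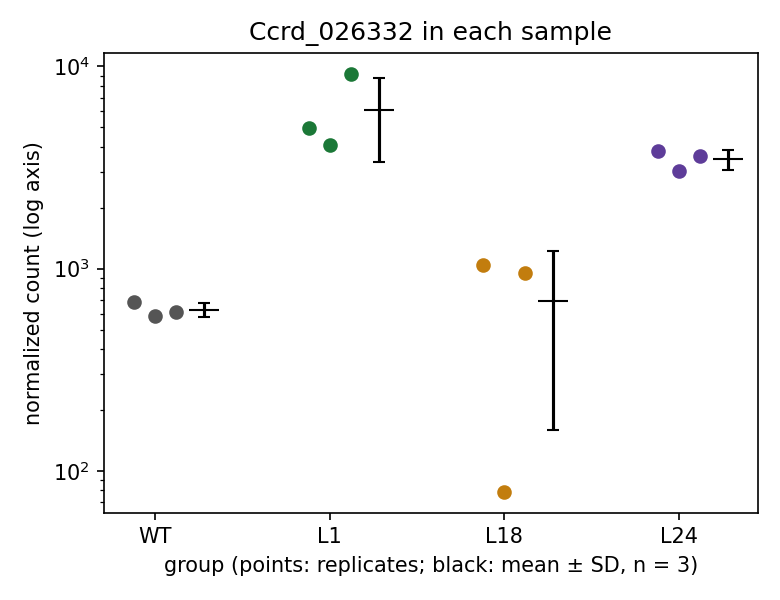
Normalized counts of *Ccrd_026332* (vertical log axis) in the 3 replicates of WT, L1, L18 and L24 (colored points), with the mean and SD of each group in black. All replicates of L1 and L24 lie above those of WT, while those of L18 lie on both sides of WT, 2 above and 1 below.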

High levels of oleic acid reduce oxidation of oils due to the presence of a single double bond in the C chain of the molecule—thus improving shelf life [86]; in addition to this, oleic acid is also beneficial to health as it inhibits fatty acid biosynthesis and cholesterogenesis in vivo as well as in vitro [33]. Moreover, we also report how the levels of linoleic acid increase in all transgenic lines, coherently with the strong upregulation of genes encoding FAD2 activity, responsible for the additional desaturation that converts oleic acid into linoleic acid [85]. 

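Of the 9 type 1 desaturase genes in the copy of Table S2, *Ccrd_002831*, *Ccrd_009539*, *Ccrd_002830* and *Ccrd_007560* were called as upregulated in 2 lines and rose in the other without passing the threshold. The first 3, with adjusted p nearest to the threshold in the line that missed it, were followed over the alternatives, a choice made after their values were seen. *Ccrd_002831* and *Ccrd_002830* lie close together on scaffold 86, from 236234 to 237376 and from 245436 to 247233, and *Ccrd_009539* on scaffold 235 from 44826 to 51998. *Ccrd_002830* had 55.9 ± 10.9 normalized counts in WT, 140.3 ± 91.9 in L1, 229.6 ± 133 in L18 and 467 ± 125 in L24 (mean ± SD, n = 3), with log2 fold changes of 1.30 in L1 (standard error 0.50, adjusted p = 0.0517), 2.03 in L18 (standard error 0.50, adjusted p = 0.00811) and 3.06 in L24 (standard error 0.50, adjusted p = 3.07e-04) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Ccrd_002831* rose by 2.29, 1.37 (adjusted p = 0.0504 by the same edgeR test) and 2.50 on the log2 scale. *Ccrd_007560* rose by 1.31, 0.96 (adjusted p = 0.0656 by the same edgeR test) and 2.16. *Ccrd_009539* rose by 1.33 (adjusted p = 0.0547 by the same edgeR test), 1.81 and 2.29, although the medians of its neighbours were -0.64, -0.62 and -0.44. Relative to their neighbours *Ccrd_009539* and *Ccrd_002830* were called in all lines, and under edgeR's exact test, its likelihood ratio test and DESeq2's Wald test each of the missing calls of these 3 genes was made. The missing calls stayed missing in 14 of 25 alternatives for *Ccrd_002831* in L18 (adjusted p up to 0.231), in 15 for *Ccrd_009539* in L1 (up to 0.2396) and in 15 for *Ccrd_002830* in L1 (up to 0.283), and the call of *Ccrd_009539* in L18 was lost with limma on log2(FPKM + 1) and without WT replicate 1, WT replicate 2 or L18 replicate 1 (adjusted p up to 0.108). All replicates of L24 lay above all WT replicates for these 3 genes, and at least 2 of 3 replicates of L1 and L18.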

From a nutritional perspective, it is also notable that the linoleic/linolenic acids ratio (omega-6/omega-3), which was 1:2 in WT, drastically changes in transgenic lines, with values ranging from 2–4:1, overlapping the range considered optimal for nutritional value of oils [87]. 

Many biotechnological approaches have been conducted to manipulate the fatty acid composition of oilseed crops, both for industrial and food uses [88]. This has been considered over the years an important goal of research, for example, for the increase of oleic acid levels; this has been attempted mainly via the alteration of genes encoding fatty acid biosynthetic enzymes [89]. For example, high oleic acid mutants defective in desaturase *FAD2* genes (and therefore impaired in the conversion of oleic into linoleic acid) have been generated and investigated in maize (*Zea mays,* [90]), soybean (*Glycine max,* [91]), and peanut (*Arachis hypogaea,* [92]). Indeed, all of these approaches envisaged the use of metabolic engineering strategies to make the whole plant a “platform” for the production of industrial lipids. To the best of our knowledge, ours is the first report of efficient modifications of fatty acid profiles in plant calluses, and of how *MYB4* levels could also affect the content and composition of plant oils; such a role is otherwise known for other MYB-TFs, that interestingly we found among downregulated genes of transgenic lines, as in the case of MYB5 and MYB107 [93,94]. 

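*Ccrd_007105*, listed by the paper as the counterpart of *AtMYB5*, lies on scaffold 62 from 448431 to 449203 and had 267 ± 5.73 normalized counts in WT, 118 ± 11.3 in L1, 111 ± 14.2 in L18 and 66.5 ± 15.8 in L24 (mean ± SD, n = 3). Its log2 fold change by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was -1.18 in L1 (standard error 0.19, adjusted p = 2.46e-04), -1.26 in L18 (standard error 0.19, adjusted p = 2.96e-04) and -2.004 in L24 (standard error 0.20, adjusted p = 4.57e-06). *Ccrd_013908*, listed as that of *AtMYB107*, lies on scaffold 189 from 209097 to 213878 and fell from 88.2 ± 18.0 normalized counts in WT to 3.24 ± 1.62 in L1, 37.1 ± 13.0 in L18 and 42.9 ± 6.86 in L24, with log2 fold changes of -4.78 in L1 (standard error 0.42, adjusted p = 1.55e-06), -1.24 in L18 (standard error 0.31, adjusted p = 0.00977) and -1.03 in L24 (standard error 0.31, adjusted p = 0.0169) by the same edgeR test. Its neighbours rose by a median of 0.32 in L1 and 0.38 in L24. Its call in L24 was lost without WT replicate 3, L24 replicate 2 or L24 replicate 3 and with limma on log2(FPKM + 0.1), with adjusted p from 0.00327 to 0.0678 over its alternatives. All replicates of every line lay below all WT replicates for both genes.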

Alternatively, the alterations observed in the fatty acid profiles of the described cell lines could be traced back to the growth characteristics of the *AtMYB4oe* lines, rather than directly to MYB4 activity. Studies on cell suspensions and calluses from *Acer pseudoplatanus* and *Arabidopsis thaliana* have in fact highlighted how faster growth rates correlate with higher levels of oleic acid (C18:1), and the decrease in the levels of PUFAs (particularly C18:2 and C18:3), a phenomenon that might be explained by considering that when membrane synthesis/turnover are fast, the activities of FAD2/FAD3 might to match phospholipid synthesis and editing, leading to 18:1 accumulation [95]; interestingly, the same positive correlation between growth rates and oleic acid content can be observed for two of the *AtMYB4oe* lines presented here, as well as a minor reduction on the levels of C18:2 + C18:3. Additional studies on the identification of FAD2/FAD3 encoding genes and their activities in cardoon cell cultures are therefore required, as they would further drive the characterization of fatty acids accumulation in the frame of biorefinery.

While plant regeneration protocols from undifferentiated cell cultures (also from friable calluses) were successful for many different—including non-model—species (reviewed recently by [96]), cardoon or other *Cynara* species have proven recalcitrant to regeneration [97]. Cell culture-based biofactories allow for the overcoming of the difficulties of obtaining whole transgenic plants from cardoon and related species; moreover, their use is not affected by the strict genetically modified organism (GMO) legislation of several countries. However, the setup of plant regeneration protocols from wild-type and transgenic cardoon cell cultures would be of outstanding interest for translating the biochemical/physiological improvements developed in cell cultures. This would allow for their evaluation in field, in the attempt to overcome several agronomic drawbacks by which this species is otherwise notoriously affected [37,38].We are currently testing the described cardoon cell cultures potential in pilot bioreactors, with the aim of improving yields and optimizing production process; interestingly, we have so far also confirmed that in such scale-up approaches, *AtMYB4oe* lines show a significant higher productivity than WT lines (L. Langellotti—University of Naples Federico II, personal communication, October 2021). Our findings suggest that *AtMYB4oe* lines represent a valid solution to provide a fast and continuous supply of biomass with high uniformity in yields and quality. Further investigation related to life cycle assessment (LCA) is also being carried on, in order to correctly evaluate the potential of cardoon cell cultures in the frame of biorefinery.

## 4. Materials and Methods

### 4.1. Plant Material and Growth

Undifferentiated wild type (WT) friable calluses were induced from leaves of cardoon (“Spagnolo” genotype), as described in [70], with the following modifications of the callus-inducing and growth medium: Gamborg B5 agar medium including vitamins (Duchefa Biochemie, Haarlem, Netherlands, #G0209), supplied with 1 mg/L 2,4-dichlorophenoxyacetic acid (2,4-D), 1 mg/L adenine, 0.1 mg/L kinetin, 3% (*w*/*v*) sucrose, 7.5% (*w*/*v*) agar, adjusted to pH = 5.8. WT calluses were grown in the dark at 25 °C, and sub-cultured approximately every 30 days. Cell suspension cultures were started by inoculating 1.5 g of friable callus in a 250 mL Erlenmeyer flask containing 50 mL of liquid medium, and kept on a gyratory shaker at 100 rpm in the dark at 25 °C. To determine the cell growth, CVS was measured using 250 mL Erlenmeyer flasks with a graduated beak. This method has been shown to be rapid and non-destructive for the routine estimation of cell biomass, given how CVS is highly correlated with the fresh weight of cells [98]. All measures were performed on biological triplicates.

### 4.2. Construct Preparation

The coding sequence (849 bp) of *AtMYB4* (*At4g38620*) was amplified from cDNA of *Arabidopsis thaliana* mature flowers (*Col-0* ecotype) using Gateway-cloning compatible primers and Phusion HF DNA Polymerase (Thermo Fisher Scientific, Waltham, MA, USA, #F530S), and subsequently cloned in a pDONR207 vector; subcloning to pB2GW7 destination vector [99] was performed to obtain the final construct *p35S::AtMYB4*. BP and LR cloning reactions were performed according to the Gateway Cloning manual (Thermo Fisher Scientific). *A. tumefaciens* electro-competent cells (strains AGL1 and EHA105) were transformed with 100 ng of plasmid and recombinant clones were used for transformation of cardoon cells. Primers used for the construct preparation are listed in Table S6.

### 4.3. Cardoon Cell Suspension Transformation and Selection

Cell suspensions of WT cardoon were set in 250 mL sterile flasks, and kept in the dark at 25 °C under gentle agitation until the start of exponential growth (5 days); next, 5 mL of cell suspension and 10 mL of fresh liquid medium were added to a 100 mL sterile flask, and agitated for five additional days. Meanwhile, a single colony of recombinant *Agrobacterium* was used to start a 50 mL inoculum in LB medium, which was grown at 28 °C with 200 rpm shaking until OD_600_ = 0.7–0.9 (approximately 48 h), then pelleted (15 min at 2000× *g*) and re-suspended in Gamborg B5 liquid medium to a final OD_600_ = 0.80–0.85. Co-cultivation was performed adding 1 mL of *Agrobacterium* cells to each cell suspension in the presence of 400 µM acetosyringone (Sigma Aldrich, Darmstadt, Germany, #D134406), leaving flasks in the dark at 25 °C in gentle agitation for 48 h. Afterwards, pelleted cells were washed three times with fresh Gamborg B5 medium supplied with 200 mg/L CFX and 10 mg/L PPT, before being spread on sterile filter paper to remove the liquid excess; cells were then moved to the solid selective medium containing CFX and PPT. After 30 days, emerging resistant calluses were individually transferred to new plates and separately sub-cultured approximately every 21 days to fresh selective medium. PCR was used to confirm the presence of the transgene and to evaluate residual *Agrobacterium* contamination using AGL1 and EHA105 colonies as positive controls [100]. Primers used for the selection of transgenic lines are listed in Table S6.

### 4.4. Quantification of Total Phenols

Total phenolic content of the samples was determined via Folin–Ciocalteu’s method using gallic acid as a standard, as reported [101]. 1 mL of methanol/water (80:20 *v*/*v*) was added to 10 mg of freeze-dried sample before sonication (10 min), and vials were mixed in an orbital shaker overnight in the dark; after centrifugation (20 min, 13,000× *g*), 20 µL of each extract was added to 1.58 mL of deionized water and 100 µL of Folin–Ciocalteu’s reagent/water solution (1:9 *v*/*v*, Sigma Aldrich, #F9252), incubated for 8 min, then 300 µL of a 20% (*w*/*v*) Na_2_CO_3_ aqueous solution was added, and the samples were incubated in the dark for 2 h at room temperature. Measurements of absorbance at 765 nm were carried out against a reagent blank without extract in a microplate reader Infinite 200 Pro (Tecan, www.tecan.it). Total phenolic content was calculated based on a calibration curve (R^2^ = 0.99) from the gallic acid standard (Sigma Aldrich, # 398225), over the 0.004–0.25 mg/mL range. The results were expressed as mg of the Gallic Acid Equivalent (GAE) per g of DW. Measurements were carried out in triplicates. Student’s *t*-tests were run to identify significant differences among samples (*p* < 0.01).

### 4.5. Quantification of Total Lignin Content

The amount of total soluble lignin was determined by spectrophotometric measurement following derivatization with TGA, adapting a previously described method [102]. All steps were carried out at room temperature unless specified. A 60 mg freeze-dried sample was washed twice with 6 mL of phosphate buffer (100 mM K_2_HPO_4_/KH_2_PO_4,_ pH = 7.8 in water, with 0.5% Triton X-100), the tubes placed in an orbital shaker (30 min), and spun (20 min, 3200× *g*). The pellet was washed three times for 20 min in 100% methanol, and the resulting structural biomass (SBM) was dried at 80 °C (12–16 h). Three aliquots of 2 mg of SBM were mixed with 1.5 mL 2N HCl and 0.3 mL TGA (Sigma Aldrich, T3758). After incubation at 95 °C (4 h), samples were centrifuged (10 min, 13,000× *g*), and pellets washed three times with distilled water (10 min, 13,000× *g*), before incubation with 1 mL of 0.5N NaOH for 18 h in the dark. After centrifugation (15 min, 13,000× *g*), the resulting supernatant was mixed to 0.3 mL of 37% *w*/*w* HCl, and samples were incubated at 4 °C (4 h) before centrifugation (10 min, 13,000× *g*). The pellet was solubilized in 1 mL of 0.5N NaOH, and the absorbance was read at 280 nm. Lignin quantification was calculated based on a calibration curve (R^2^ = 0.99) obtained following the same steps with commercial lignin (Sigma Aldrich, #370959), over the 10^−1^–10^−4^ mg/mL range. Student’s *t*-tests were run to identify significant differences among samples (*p* < 0.01).

### 4.6. Saccharification and Evaluation of Glucose Content of Cell Walls

The saccharification yields were tested according to a previously described protocol [103], with the minor modifications reported here. 20 mg of untreated freeze-dried samples were dissolved for 5 min at 50 °C in 0.9 mL of acetic acid buffer solution (pH = 4.8), and then subjected to hydrolysis with 100 µL of a cellulase mix from *Trichoderma reesei* (Celluclast^®^ 1.5 L—Sigma Aldrich, #C2730), measuring the saccharification yield over a 48-h time interval. The enzymatic activity of the cellulase mix was 0.023 filter paper units (FPU)/mL. For each time point, an aliquot of 20 µL was used as substrate to indirectly measure glucose concentration; this was done by measuring the absorbance at 405 nm (A_405_) of the oxidized ABTS (Sigma Aldrich, #11112422001), which results from the activities of glucose oxidase (GOD, TCI Europe, Zwijndrecht, Belgium, #TCIAG0050, www.tcichemicals.com) and peroxidase (POD, Sigma Aldrich, #P6782). GOD/POD reactions and measurements of A_405_ were carried out at 37 °C in a microplate spectrophotometer Infinite 200 Pro (Tecan, Männedorf, Switzerland). Glucose content was calculated based on a calibration curve (R^2^ = 0.97) obtained following the same steps with D-glucose standards (Sigma Aldrich, #G8270), over the 20–200 µM range. Measurements were carried out in triplicates.

### 4.7. Extraction of Polyphenols

The ultrasound-assisted extraction was performed as previously reported [22]. A total of 3 g of the freeze-dried sample were extracted with 30 mL of ethanol/water (50:50 *v*/*v*) by sonication at room temperature for 30 min, centrifuged at 4 °C (10 min, 4000× *g*), filtered through 0.45 µm nylon membranes, and then used for high-resolution mass spectrometry analysis and antioxidant activity assays. 

### 4.8. Antioxidant Activity Determination 

The antioxidant activities of the polyphenolic extracts were tested with three independent strategies: DPPH, ABTS, and FRAP assays [22]. For each assay, determinations were performed in triplicates and results are expressed as Trolox^®^-equivalent antioxidant capacity (TEAC, mmol Trolox^®^-equivalents/kg of DW). ABTS in the crystallized diammonium salt form (CAS #30931-67-0) and DPPH (CAS #1898-66-4) were supplied from Merck. TPTZ (2,4,6-Tris(2-pyridyl)-s-triazine, CAS #3682-35-7) and ferric chloride (CAS #7705-08-0) used for FRAP assay were provided by Merck (Darmstadt, Germany). DPPH assay: 1 mL of DPPH solution (100 µM in methanol) was added to 0.2 mL of polyphenolic extract, and the decrease in absorbance of the resulting solution was monitored at 517 nm after 10 min; for the ABTS assay, 44 µL of aqueous 2.45 mM K_2_S_2_O_8_ were added to 7 mM aqueous ABTS solution and incubated in the dark at room temperature (23 °C) for 12 h. After dilution (1:88) with ethanol, the absorbance at 734 nm (A_734_) of this ABTS working solution was A_734_ = 0.700 ± 0.050. The assay was performed by adding 0.1 mL of filtered and suitably diluted sample to 1 mL of ABTS working solution, and the A_734_ was monitored after 2.5 min; FRAP assay: FRAP reagent contained a solution of 10 µM Tetrazolium Red (TPTZ) in 40 µM HCl, 20 µM of aqueous FeCl_3_ and acetate buffer (300 µM, pH = 3.6) at 1:1:10 (*v*/*v*/*v*). The FRAP reagent (300 µL) and sample solutions (10 µL) were mixed, and the absorbance was monitored at 593 nm after 10 min. 

### 4.9. UHPLC-HRMS Analysis of Polyphenols

The qualitative and quantitative analysis of polyphenols extracted from cardoon cell cultures was performed via High-Resolution Mass-Spectroscopy using an Ultra-High-Pressure Liquid Chromatograph Dionex UltiMate 3000 (UHPLC, Thermo Fisher Scientific), coupled with a Q-Exactive Orbitrap mass spectrometer (Thermo Fisher Scientific). The parameters were set as previously reported [22]. Chromatographic separation of polyphenolics was achieved at 25 °C with a Kinetex 2.6 µm Biphenyl (100 × 2.1 mm, Phenomenex, Torrance, CA, USA) column, with a mobile phase composed of eluent A (0.1% formic acid in water *v*/*v*) and eluent B (0.1% formic acid in methanol *v*/*v*). The gradient for elution was: 0–1.3 min 5% B, 1.3–9.3 min 5–100% B, 9.3–11.3 min 100% B, 11.3–13.3 min 100–5% B, and 13.3–20 min 5% B. The flow rate was 0.2 mL/min, and the injection volume was 2 µL. The mass spectrometer was operated in the negative ion mode (ESI-) setting for two scan events (Full ion MS and All ion fragmentation, AIF) for all compounds of interest. Full scan data were acquired setting a resolving power of 35,000 full width at half maximum (FWHM) at m/z 200. The key parameters were as follows: spray voltage −2.8 kV, sheath gas flow rate 35 arbitrary units, auxiliary-gas flow rate, 10 arbitrary units, capillary temperature 310 °C, auxiliary gas heater temperature 350 °C, S-lens RF level 50. For the scan event of AIF, the resolving power was set at 17.500 FWHM, the collision energies were 10, 20, and 45 eV, and the scan range was m/z 80–1200. Data acquisition and processing were performed with Quan/Qual Browser Xcalibur software, v. 3.1.66.10 (Thermo Fisher Scientific). 

### 4.10. Oil Extraction 

An adaptation of the solvent extraction previously described [104] was used in this study. Freeze-dried samples were extracted with hexane (1:10 *w*:*v*) for 24 h; the solution was filtered through paper under reduced pressure, and concentrated to remove the solvent in a Rotavapor RE 120 (Büchi, Essen, Germany). The final weight of the extract was recorded.

### 4.11. Fatty Acids Analysis 

Fatty acid methyl esters (FAMEs) were prepared according to previous reports [105], using 300 mg of grounded freeze-dried samples (3 replicates/sample). FAMEs were then analyzed on an Agilent 8860 GC system (Agilent Technologies, Santa Clara, CA, USA) equipped with autosampler and Flame Ionization Detector (FID). Separation was performed on an Agilent J&W DB-FastFame column (30 m × 0.25 mm × 0.25 μm). Adopted analytical conditions were as follows: carrier gas, hydrogen (10 psi, constant pressure mode); inlet, split mode (split ratio 64:1); inlet temperature 250 °C; oven, 80 °C (0.5 min), 40 °C/min to 165 °C (1 min), 4 °C/min to 230 °C (4 min); FID, 260 °C, Hydrogen (35 mL/min), Air (350 mL/min), Make-up gas 20 mL/min; and injection volume, 1 μL. Fatty acid methyl esters were identified by comparison of their retention times with those of reference standards (Supelco 37 Component FAME mix, 47885-U, Merck). Results were expressed as percentages of total fatty acid methyl esters.

### 4.12. RNA Extraction, cDNA Preparation and Expression Analysis via q-PCR

For RNA extraction, 200 mg of callus were ground under liquid nitrogen, lysed/homogenized with 1 mL of TRIzol (Thermo Fisher Scientific, #15596026), and, after addition of 0.2 mL of Phenol:Chloroform:Isoamyl-alcohol (25:24:1) and centrifugation (10 min, 13,000× *g*), the RNA was precipitated from the aqueous phase with 1 volume of isopropanol. Total RNA was treated using the Ambion TURBO DNA-free DNase (Thermo Fisher Scientific, #AM1907), and then reverse transcribed to cDNA using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, #4368814), according to the manufacturers’ instructions. q-PCR was performed on technical triplicates in 20 µL reactions, using the iQ5 real-time PCR detection system (Bio-Rad, Hercules, CA, USA) and 250 nM of each primer with SYBR Green PCR Master Mix (Bio-Rad, #175-5121). The q-PCR protocol used was: (95 °C 3 min) + 40 × [(95 °C 10 s) + (60 °C 30 s)], testing the melt curve over the 60 °C–95 °C range with +0.5 °C increments. The cDNA were standardized relative to the level of two different validated internal housekeeping genes: *ELF1a/Ccrd_012208* [106] and *ACT7-like/Ccrd_013113*. Relative gene expression analysis was calculated with the 2^−ΔΔCt^ method, using the Bio-Rad CFX Maestro software v. 4.0 (Bio-Rad). Student’s *t*-tests were run for each experiment to identify significant differences among samples (*p* < 0.01). Primers used in the experiments are listed in Table S6.

### 4.13. RNA-Seq, Read Mapping, Gene Expression Evaluation, GOEA Analysis and TF Prediction

Total RNAs were extracted in triplicates from four experimental groups: one WT, and three independent transgenic lines carrying the construct *p35S::AtMYB4* (*AtMYB4oe* L1, L18 and L24), for a total of 12 samples. Preliminary analysis confirmed that all samples passed the quality control (A_260_/A_280_ = 2.10, total RNA amount > 10 µg/sample and RNA integrity number > 9). Sequencing libraries were prepared according to the manufacturer’s instructions using the Illumina TruSeq RNA Sample Prep kit, and sequenced on a NovaSeq 6000 Sequencing System (Illumina, San Diego, CA, USA) to obtain 15–22 M 150 bp paired-end reads per sample. In order to preserve the longest high-quality parts of reads, trimming was performed on raw sequencing data via BBDuk software (JGI), setting the minimum length to 35 bp and the quality score to 35. The Spliced Transcripts Alignment to a Reference (STAR) software [107] was used to align the reads to the *Cynara cardunculus* reference genome (version CcrdV1, Accession number GCA_001531365), and FPKM (fragments per kilobase of exon model per million reads mapped) values were calculated for all of the genes in order to obtain expression quantification in the 12 samples. The count matrix was filtered with the HTSfilter package [108] to eliminate the genes that created uninformative signal. The identification of the differentially expressed genes (DEGs) was performed with the package edgeR [109], setting the threshold for significance of False Discovery Rate (FDR, Benjamini–Hochberg correction to *p*-value) to FDR ≤ 0.05. Data validation of Fold change (FC) values obtained by RNA-seq analysis was performed via q-PCR on 10 different sequences selected among upregulated and downregulated DEGs (q-PCR conditions as described above), and the correlation coefficient was calculated from the comparison of log_2_FC values obtained with the two methods. An informative functional interpretation of the DEGs lists was derived from a Gene Ontology Enrichment Analysis (GOEA), carried out using AgriGO v.2.0 [110] and REVIGO [111]. Visualization of enriched GO terms was performed using CirGO [112]. Amino acid sequences of DEGs were submitted to the PlantTFDB webtool (http://planttfdb.gao-lab.org/, last accessed 4 November 2021) to identify genes encoding putative transcription factors among the DEGs [113]. The Kyoto Encyclopedia of Genes and Genomes (KEGG) database (www.genome.jp/kegg, last accessed 4 November 2021) was used to annotate DEGs in metabolic pathway of interest.

## 5. Conclusions

We have shown that the protocol we set up allows the stable genetic transformation of cardoon cells. The *AtMYB4oe* lines presented in this study proved to be valuable tools for their use in bioreactors. The main advantages of these lines are represented by their faster growth rate and improved accessibility of the biomass to enzymatic degradation, due to the reduction in lignin content, which also implies an easier extractability of compounds of interest, as well as an interesting modification in their nutraceutical value. The development of this technique represents a significant step towards the industrial use of cardoon cell cultures, which can be further improved targeting specific metabolic pathways of interest; two examples would be represented by targeting other MYB transcription factors involved in the production of specialized metabolites, or by the alteration of the activity of biosynthetic genes for fatty acids, both in the frame of gain or loss-of-function genetic approaches. Moreover, further exploration of the generated RNA-seq data could provide useful to further support molecular analyses of primary and specialized metabolic pathways of cardoon cell cultures. Finally, in order to evaluate whether the use of cardoon cells for biorefinery is energetically and economically sustainable, further studies on large-scale production are being conducted. 

## Figures and Tables

**Figure 1:**
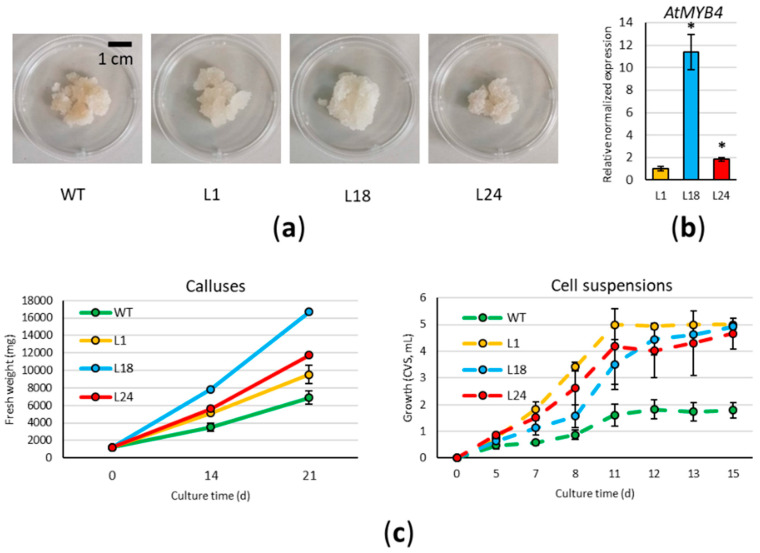
Phenotype and growth of cardoon lines: (**a**) Calluses of wild type (WT) and *AtMYBoe* lines (L1, L18, L24) grown for 21 days on solid medium; (**b**) Relative expression level (mean ± standard deviation, S.D.) of the transgene in the three lines selected for this study. Asterisks indicate significant differences (*p* < 0.01); (**c**) Growth curves for calluses grown on solid medium (left) and for cell suspension grown in liquid medium (right). CVS: cell volume after sedimentation. Each value represents the mean of three biological replicates ± S.D.

**Figure 2:**
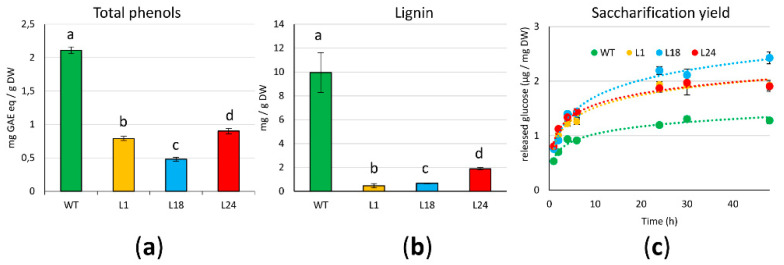
Phenols/lignin content and saccharification yields of 21 days-old calluses: (**a**) Folin–Ciocalteu’s quantification of total phenols, expressed as mg of GAE (Gallic Acid Equivalents)/g dry weight (DW) ± S.D; (**b**) quantification of lignin via thioglycolic acid (TGA) derivatization. Bars indicate means ± S.D. of three biological replicates. Different letters above bars indicate statistically significant differences (*p* < 0.01); (**c**) saccharification yields expressed as mean values of µg released glucose/mg DW ± S.D.

**Figure 3:**
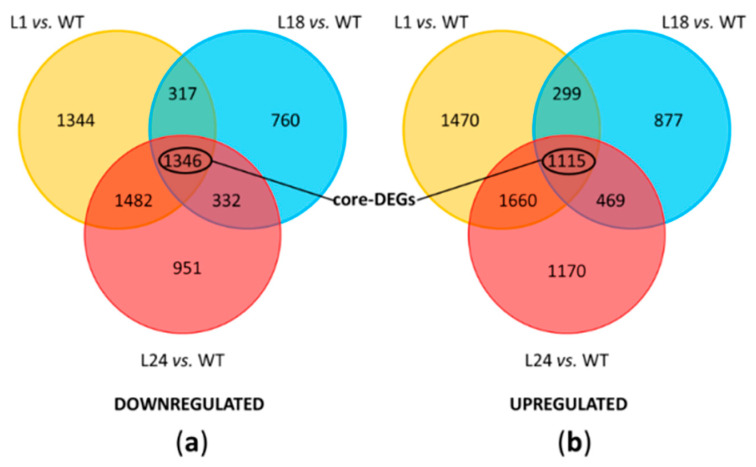
Differentially expressed genes (DEGs) between *AtMYB4oe* lines and WT: Venn diagrams of the number of (**a**) downregulated and (**b**) upregulated genes for all comparisons (FDR < 0.05).

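At an adjusted p of 0.05 or less in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1134 genes were downregulated only in L1, 705 only in L18 and 1133 only in L24. A further 275 were shared by L1 and L18, 1420 by L1 and L24, 331 by L18 and L24, and 1256 by all lines. Upregulated only in L1 were 1214 genes, only in L18 803 and only in L24 1087, while 287 were shared by L1 and L18, 1357 by L1 and L24, 411 by L18 and L24, and 1003 by all lines. Being called in only 1 line does not show that a gene differs between lines, which was tested separately for each pair of lines.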

**Figure 4:**
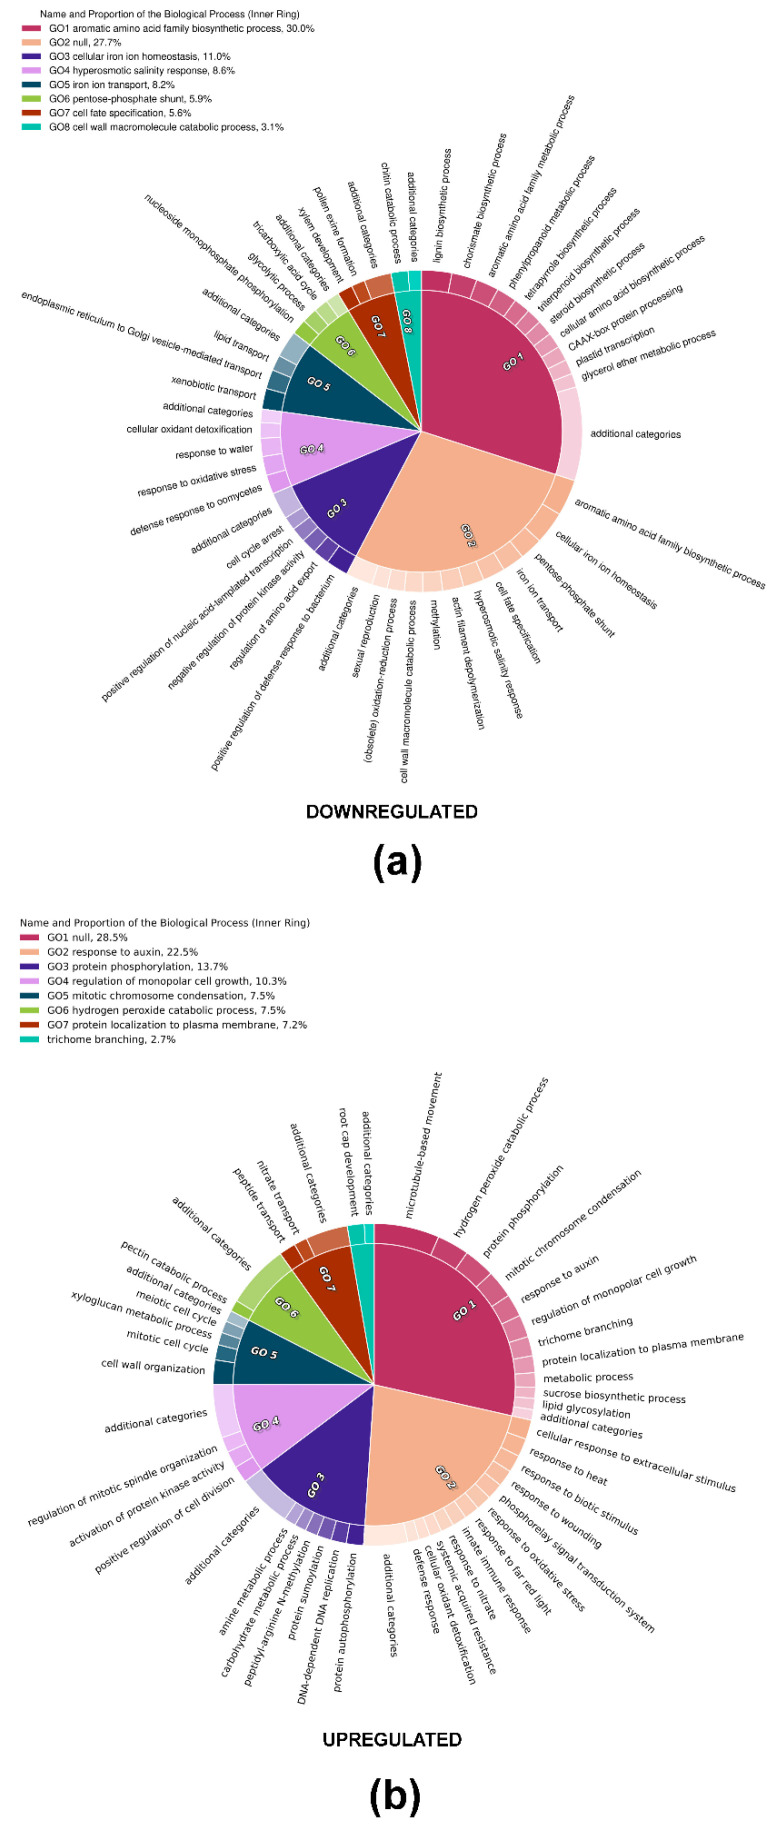
Gene Ontology Expression Analysis: Gene Ontology (**a**) downregulated and (**b**) upregulated terms referred to biological processes enriched among core-DEGs.

**Figure 5:**
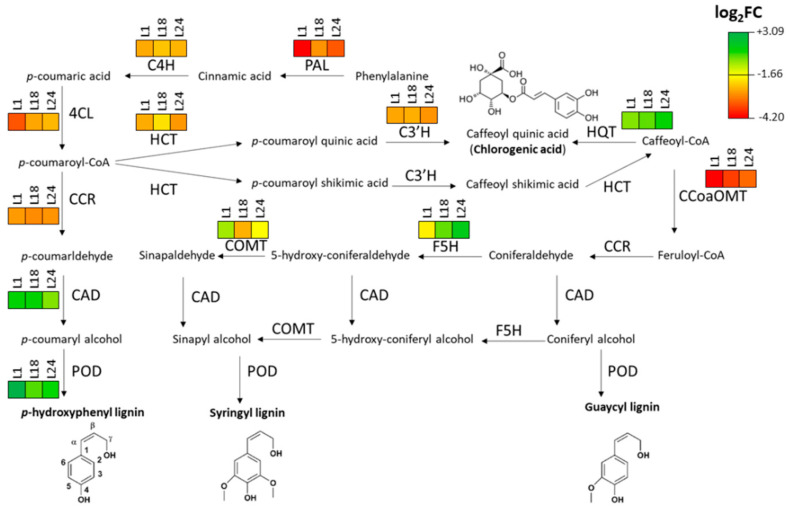
Biosynthetic pathway of phenylpropanoids and average expression levels of the relative genes in *AtMYB4oe* lines vs. WT.

**Figure 6:**
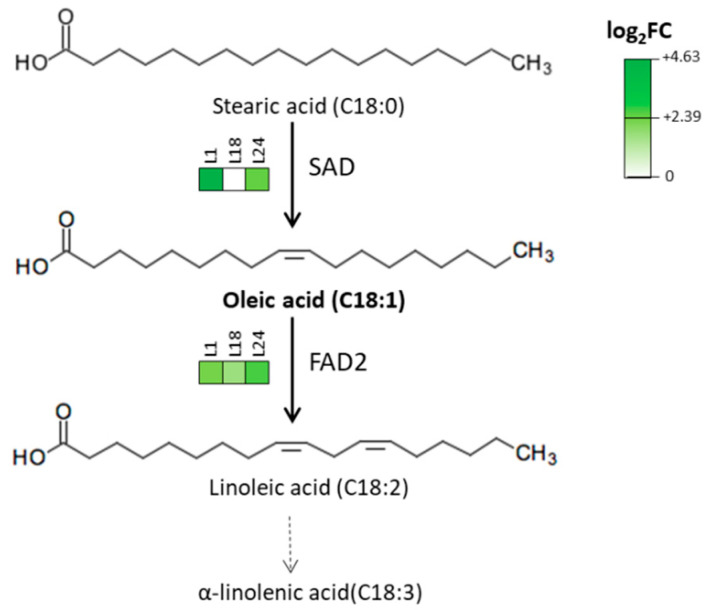
Biosynthesis of oleic acid and average expression levels of the relative genes in *AtMYB4oe* lines vs. WT.

**Table 1:** Biochemical characterization of WT and *AtMYB4oe* lines. Polyphenols content detected by HRMS-Orbitrap: values are expressed in ppm = µg/g dry weight, DW. 5-iFQA = 5-isoferuloyl quinic acid; 1,5-DiCQA = 1,5-dicaffeoyl quinic acid (cynarin); 3,4-DiCQA = 3,4-dicaffeoyl quinic acid; 5-FQA = 5-feruloyl quinic acid; 3-FQA = 3-feruloyl quinic acid; 3-CQA = 3-caffeoyl quinic acid (chlorogenic acid, CGA). Antioxidant activities were measured via 2,2-diphenyl-1-picrylhydrazyl (DPPH), 2,2’-azino-bis 3-ethylbenzothiazoline-6-sulfonic acid (ABTS) and Ferric Reducing Antioxidant Power (FRAP) assays. Values are expressed as TEAC: Trolox^®^-equivalent antioxidant capacity mmol Trolox/kg DW. Each value shown represents the mean values ± S.D. of three biological and two technical replicates. Fatty acids content was detected by GC-FID. Values are expressed as % of total; SFA = saturated fatty acids; MUFA = monounsaturated fatty acids; PUFA = polyunsaturated fatty acids. Different letters denote a significant difference among lines through analysis of variance (ANOVA). Statistical significance was defined as *p* < 0.05, using the Tukey’s post hoc test for mean separation.

		WT	L1	L18	L24
**Polyphenols (µg/g DW)**	5-iFQA	21.50 ± 1.33a	15.41 ± 0.43b	0.11 ± 0.04c	4.26 ± 0.12d
	1,5-DiCQA (cynarin)	3345.79 ± 112.23a	532.70 ± 11.55b	2.50 ± 0.81c	352.98 ± 21.71d
	3,4-DiCQA	3152.41 ± 26.67a	443.88 ± 12.43b	103.58 ± 8.23c	1615.65 ± 34.56d
	5-FQA	98.87 ± 11.34a	5.56 ± 0.43b	0.83 ± 0.011c	76.44 ± 11.34d
	3-FQA	3.09 ± 0.55a	2.71 ± 0.91b	0.10 ± 0.01c	10.20 ± 0.23d
	3-CQA (CGA)	319.38 ± 22.45a	424.66 ± 11.32b	97.28 ± 3.56c	513.48 ± 13.57d
	*p*-coumaric acid	3.50 ± 0.02a	3.75 ± 0.91a	1.50 ± 0.01b	3.85 ± 0.02a
	Quercetin	3.35 ± 0.02a	4.30 ± 0.02b	0.55 ± 0.01c	4.35 ± 0.02b
	Quercetin-glucoside	4.00 ± 0.65a	5.25 ± 1.23b	1.25 ± 0.03c	5.40 ± 0.34b
	Kaempferol	3.55 ± 0.65a	4.30 ± 0.91b	1.05 ± 0.03c	4.55 ± 0.83d
	Kaempferol-3-O-glucoside	1.15 ± 0.02a	1.50 ± 0.03b	0.40 ± 0.04c	1.60 ± 0.04b
	Naringin	1.20 ± 0.01a	1.75 ± 0.01b	0.41 ± 0.03c	1.800.03b
	Luteolin	1.50 ± 0.03a	2.35 ± 0.02b	0.60 ± 0.04c	2.55 ± 0.04d
	Myricetin	2.55 ± 0.34a	2.96 ± 0.32b	0.73 ± 0.11c	3.04 ± 0.12b
	Apigenin	0.20 ± 0.03a	0.25 ± 0.02b	0.01 ± 0.003c	0.30 ± 0.01d
	Total polyphenols	6962.05a	1451.33b	210.92c	2600.46d
**Antiox. activity (TEAC)**	DPPH	83.7 ± 0.61a	22.17 ± 0.42b	16.96 ± 0.63c	35.43 ± 5.82d
	ABTS	71.33 ± 0.20a	19.16 ± 0.07b	12.54 ± 0.26c	23.61 ± 0.22d
	FRAP	66.81 ± 0.98a	30.84 ± 0.21b	11.09 ± 0.08c	27.90 ± 0.54d
**Oil %**		11.38	8.24	10.35	7.25
**Fatty acids (%)**	Palmitic (C16:0)	22.29 ± 1.12ab	21.71 ± 0.58a	24.06 ± 0.35b	19.46 ± 0.38c
	Stearic (C18:0)	2.85 ± 0.31ab	3.14 ± 0.54ab	2.29 ± 0.07a	3.73 ± 0.26b
	Oleic (C18:1)	3.43 ± 1.91a	10.30 ± 0.56b	3.49 ± 0.27a	12.35 ± 0.16c
	Linoleic (C18:2)	19.38 ± 3.74a	45.82 ± 0.85b	41.04 ± 0.61c	41.34 ± 0.39c
	Linolenic (C18:3)	42.60 ± 6.34a	10.16 ± 0.38b	20.73 ± 0.74c	14.46 ± 0.06d
	Arachidic (C20:0)	0.80 ± 0.08a	0.88 ± 0.01a	0.84 ± 0.05a	1.04 ± 0.05b
	Lignoceric (C24:0)	2.42 ± 0.30a	3.26 ± 1.59a	2.41 ± 0.58a	2.40 ± 0.68a
	Nervonic (C24:1)	1.23 ± 0.14a	0.18 ± 0.03b	0.52 ± 0.47ab	0.66 ± 0.12ab
	Total SFA%	30.54 ± 0.78ab	30.29 ± 0.76a	32.07 ± 0.43b	28.00 ± 0.10c
	Total MUFA %	4.65 ± 1.777a	10.48 ± 0.30b	4.02 ± 0.21a	13.01 ± 0.28c
	Total PUFA %	61.98 ± 2.88a	55.98 ± 0.80b	61.77 ± 0.41a	55.81 ± 0.42b
	Others %	2.83	3.25	2.14	3.18

**Table 2:** Genes coding for transcription factors identified among the core-DEGs.

	Number of Core-DEGs	
TF Family	Downregulated	Upregulated
AP2	1	3
bHLH	7	11
bZIP	5	4
C2H2	1	6
C3H	2	-
Dof	3	1
ERF	2	6
FAR1	1	2
G2-like	1	3
GRAS	3	7
HB-other	2	-
HSF	1	1
LBD	3	4
MIKC_MADS	4	2
M-type MADS	2	2
MYB	1	4
MYB_related	6	5
NAC	14	3
NF-YA	1	-
Nin-like	1	-
S1Fa-like	1	-
TALE	2	3
TCP	1	-
Trihelix	1	1
WOX	2	-
WRKY	9	6
ZF-HD	1	1

## Data Availability

All RNA-seq files are available from the NCBI GEO database (accession number GSE185693).

## Supplementary Materials

Available online at https://www.mdpi.com/article/10.3390/ijms222111978/s1.

How the deposited data were processed for this re-analysis (not part of the article)

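RNA from friable callus of WT cardoon (sub-culture 22) and of the lines L1, L18 and L24 that overexpress *AtMYB4* (sub-culture 14) was sequenced in 3 replicates each, 12 samples in 4 groups. According to the paper, the authors trimmed the reads with BBDuk (minimum length 35, quality 35), aligned them to the cardoon genome CcrdV1 with STAR and tested genes with HTSFilter and edgeR at an FDR of 0.05 or less. The deposited count table holds the number of reads that the authors counted on each of 26505 genes, unscaled. The deposited FPKM table holds values that the authors scaled by gene length and library total, and recomputing them from the counts gave a ratio of 1 for every value compared.

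The deposited counts were the input of every fit, and FPKM served for alternatives and checks. Between 12505275 and 19509803 reads per sample fell on genes, 14847700 on average. Of the genes, 23390 had at least 1 count and 20024 were tested. HTSFilter itself was not used here. Its rule was written anew: 100 thresholds from 1 to 200 normalized counts were tried, the mean Jaccard index between replicates was smoothed by loess with a span of 0.3, and the maximum was taken. At 3 counts in every replicate of a group or fewer, a fold change is given as a bound computed against 3 counts.

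Statistics were computed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures and file checks in Python 3.11.15 with matplotlib 3.10.9 and pandas 2.3.3. The comparisons were each line with WT and each pair of lines, as contrasts of 1 fit to all samples with TMM normalization, edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment at 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of F. Core-DEGs are genes called in all lines with the same sign. Principal components and distances used log2(CPM + 1), the grouping of the samples was tested by exact permutation, and correlations between lines were set beside 10 simulated sets of unchanged groups that share a control.

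The alternatives set before the data were examined were 2 other filters on low counts, 2 other normalizations, edgeR's exact and likelihood ratio tests, DESeq2's Wald test, fits with only the 2 groups compared, replicate number as a block, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), limma on genes with FPKM of at least 1 in at least 3 samples, and fits without each sample in turn. After seeing the data, the exact test with only the 2 groups in each fit, log2 fold changes centred on the running median in a window of 101 genes with the gene itself left out, and the gene *Ccrd_026332* were added. The scan for shifted runs took genes with a mean log2 CPM of at least 3 in windows of 100 genes along the identifiers, the last of 153, and compared their medians with 1000 random gene orders at the 0.95 quantile of the largest window. The same scan was run between lines, where a window counted as different if all replicates of 1 line also lay beyond all of the other.

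Genes named in the text are every cardoon gene the paper names and those Table S3 lists under the 9 GO terms named in the paper. Members of enzyme and protein families were added. So were the 5 core-DEGs with the largest mean rise and the 5 with the largest mean fall in fitted log2 fold change. These 5 and 5 were taken among core-DEGs where every replicate of every line lies on the same side of every WT replicate. Family members were found by the descriptions in a copy of Table S2 that holds 3630 rows, all DEGs of L1, and C4H and HCT by the genes the paper names. No gene was matched to C3H, CCR, F5H, CAD or FAD2. KEGG assignments, metabolite and growth measurements and RT-qPCR values were not analysed here. The comparison of early with late steps of the pathway is not reported here. No enrichment test was run, since Table S3 lists only genes already selected.

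The procedure was tested on simulated data. Of 200 genes simulated as changed, 161 were called in L1, 159 in L18 and 161 in L24, with 12, 10 and 11 unchanged genes called among 19949 genes, and 139 of the changed genes were called in all lines. A simulated run of 300 genes shifted by 0.585 on the log2 scale was found as 3 windows, with none found in unchanged lines. After the result was seen, the tests of read depth in WT line by line, with a bound of 10 times the floor of 3 counts, and of gene length and expression level with genes from all other windows were added. The latter took the place of a test on genes outside the shifted windows, and a test of library size on those genes was dropped, since such windows were chosen for not being shifted.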

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

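The tests with random gene orders were chosen after the runs of shifted genes had been seen. The paper treats the lines mostly through the genes they share, but many genes differed between lines when the difference itself was tested. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6608 genes differed between L1 and L18 (3383 lower and 3225 higher in L1), 6144 between L24 and L18 (3283 lower and 2861 higher in L24) and 4111 between L1 and L24 (1949 lower and 2162 higher in L1). Every pair of lines has 3 samples on each side, which gives 10 splits of the 6 samples, and with only the 2 groups in each fit the real split, with 6080, 4932 and 3791 genes, was the 1 of 10 with the most genes each time. The same held against WT, where 1 of 10 splits, the real one, gave 8334 genes in L1, 4463 in L18 and 7691 in L24. The other 9 splits of each comparison gave 0 genes, and with unadjusted p under 0.05 at most 663 in L1, 1457 in L18 and 1291 in L24 against WT, 1146 for L1 with L18, 2260 for L24 with L18 and 1035 for L1 with L24. The real splits gave 10107, 7012, 9602, 8308, 7495 and 6485 at that unadjusted threshold, in the same order. Each other split mixes the 2 groups, which widens the spread within a side and lowers these counts. The share of splits cannot fall below 0.1 at this size, so the splits of 6 samples alone do not settle whether a chance choice of samples plays a part in these 6 counts. The number of core-DEGs was reached by 1 of 40 splits of all 12 samples into groups of 3, the real one, and the next largest count was 982. Differences between L18 and the others also run along the Agrobacterium strain used, which the paper gives as EHA105 for L18 and AGL1 for L1 and L24, so that strain and line cannot be told apart.

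Of a list of 26 genes, the 9 tested by RT-qPCR, 11 MYB genes, 3 of mitosis, 2 housekeeping genes and *Ccrd_026332*, 15 differed between at least 1 pair of lines by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the largest difference of each is given. Between L1 and L18, *Ccrd_015556* differed by 0.49 (standard error 0.18, adjusted p = 0.0474), *Ccrd_000418* by -3.12 (0.32, 8.45e-06), *Ccrd_012299* by 1.56 (0.35, 0.00383) and *Ccrd_026332* by 3.13 (0.61, 0.00131), and *Ccrd_018110* was at least 12.1-fold higher in L1 (log2 bound 3.60, adjusted p = 7.32e-05). Between L24 and L18, *Ccrd_015561* differed by -0.98 (0.27, 0.0150), *Ccrd_004659* by -3.10 (0.72, 0.00510), *Ccrd_010818* by -3.71 (0.51, 0.000116), *Ccrd_009207* by 0.74 (0.23, 0.0253), *Ccrd_006023* by 0.88 (0.22, 0.00842) and the housekeeping gene *Ccrd_013113* by -0.59 (0.20, 0.0406). In the same comparison *Ccrd_019107* was at least 9.00-fold higher in L24 (log2 bound 3.17, adjusted p = 0.00225) and *Ccrd_006948* at least 1.63-fold lower (log2 bound -0.70, adjusted p = 0.0499). Between L1 and L24, *Ccrd_007105* differed by 0.82 (0.20, 0.00972) and *Ccrd_013908* by -3.75 (0.43, 4.75e-05). Genes of the supplement outside this list differed as well, such as *Ccrd_001771*, listed under hyperosmotic salinity response, by -5.43 (0.35, 3.205e-07) and *Ccrd_014855*, described as a phenylalanine ammonia-lyase, by -2.97 (0.36, 3.30e-05) between L1 and L18.

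The tests of read depth line by line were chosen after the result was seen. The paper's text does not discuss the core-DEGs with the largest mean rise in fitted log2 fold change, although Table S2 lists them. None of the 5 exceeded 1 count in a WT replicate. Their fold changes are therefore known only as bounds, which do not show that each rose more than genes expressed in WT. In L1, L18 and L24, *Ccrd_001240* (an oligopeptide transporter) was at least 121-fold, 89.4-fold and 90.7-fold higher than in WT, *Ccrd_000409* (with an IPPc domain) at least 1007-fold, 3.07-fold and 33.6-fold, *Ccrd_013750* (nodulin-like) at least 71.2-fold, 19.7-fold and 24.4-fold, *Ccrd_002045* at least 42.5-fold, 36.1-fold and 292-fold, and *Ccrd_004534* (with an ABC transporter domain) at least 277-fold, 6.45-fold and 2.66-fold. Mean normalized counts over all lines were 329 for *Ccrd_001240*, 126 for *Ccrd_013750* and 405 for *Ccrd_002045*, while those of *Ccrd_000409* and *Ccrd_004534*, 1142 and 313, come mostly from L1, with 3306 and 909. In L18 *Ccrd_000409* had at most 18 counts in a replicate, and in L24 *Ccrd_004534* at most 12. Fewer reads in the WT libraries do not explain the absence at the mean level over the lines, at which the smallest WT library would have held at least 103 reads of each gene, nor for most of the 5 genes at the level of a single line, with a median of 323 reads at that of L1, 52.8 at that of L18 and 89.8 at that of L24. At the level of L18, 8.22 reads of *Ccrd_000409* and 17.3 of *Ccrd_004534* would be left, and at that of L24 7.12 of *Ccrd_004534*, so there the difference from WT rests on few reads. A candidate explanation is a deletion or silencing in the WT culture of sub-culture 22 or activation in the lines, which RNA counts do not separate.

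Nor does the paper's text discuss the 5 core-DEGs with the largest mean fall in fitted log2 fold change. At the floor of a line only a bound is known, so this ranking too holds for the fitted values only. *Ccrd_025377* (a sulfotransferase) had 699 ± 179.7 normalized counts in WT (mean ± SD, n = 3) and 1.44 in L1, and was at least 241-fold lower in L18 and 219-fold in L24. *Ccrd_014300* had 153 ± 40.4 in WT and 0 counts in all lines, at least 53.1-fold, 52.9-fold and 48.1-fold lower, with neighbours at a median of -0.45 in L24. *Ccrd_026735* (a cytochrome P450) had 1096 ± 213 in WT, 1.38 in L1 and 9.42 in L18, and was at least 344-fold lower in L24. *Ccrd_005812* (with a chitin-binding domain) had 1850.4 ± 315 in WT and 39.7 in L18, and was at least 642-fold lower in L1 and 581-fold in L24, among neighbours with medians of -0.84, -0.87 and -1.27. *Ccrd_013203* (with a NAC domain) had 509.8 ± 126 in WT and 17.4 in L18, and was at least 177-fold lower in L1 and 160.1-fold in L24.

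Over 13153 genes with enough reads, placed in the order of their identifiers in 130 windows of 100 genes and a last one of 153, the median log2 fold change of 32 windows in L1, 31 in L18 and 35 in L24 lay beyond what random gene orders gave. The largest window moved by 0.919 in L1, 0.821 in L18 and 1.30 in L24, against at most 0.313, 0.268 and 0.364 in 1000 random orders, and 0 of the orders had a window as large, so a chance arrangement of changed genes is argued against. Runs shared by all lines were *Ccrd_000003* to *Ccrd_000576* (up, 300 genes on 23 scaffolds), *Ccrd_005090* to *Ccrd_005894* (down, 400 genes on 44 scaffolds), *Ccrd_006112* to *Ccrd_006688* (up, 300 genes on 82 scaffolds), *Ccrd_009015* to *Ccrd_010721* (down, 800 genes on 210 scaffolds) and *Ccrd_017084* to *Ccrd_017343* (down, 100 genes on 67 scaffolds). That scaffolds with neighbouring identifiers lie side by side on a chromosome was assumed and not checked against a map. The 1300 genes of shared down windows held 407 downregulated core-DEGs, 43.8% of those placed in windows, and 31.3% of these genes were downregulated core-DEGs against 4.59% in other windows. The 600 genes of shared up windows held 121 upregulated core-DEGs, 18.8% of those placed. Since these windows were chosen for their shift in every line, higher shares inside them follow from that choice.

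Gene length or expression level does not account for the runs, since genes matched in both from all other windows had medians of at most 0.0336 in size, while the genes inside had medians of -0.58 and 0.40 in L1, -0.40 and 0.30 in L18 and -0.50 and 0.41 in L24. This matching was chosen after the result was seen. A change in copy number of chromosome segments would move nearly all genes of a run alike, and the quartile of a run's genes nearest to no change, taken against the same quartile outside the shifted windows, had shifted by 0.938 of the median shift (range 0.705 to 1.21 over 15 runs and lines), which is consistent with it. Regulation of whole chromosome domains may give the same picture, with 71% to 88% of a run's genes on its side where a uniform shift gives 72.1% to 90.4%, and copy number and domain regulation cannot be told apart in RNA counts. A change in the WT culture alone would give the same shift in all lines, whereas 27 windows differed between L1 and L18, 36 between L24 and L18 and 33 between L1 and L24 beyond what random gene orders gave and with the replicates of the 2 lines apart, so it does not account for all runs. Of the 19 windows shared by all lines, 12 differed in size between lines in this way, which argues against it as the whole cause there, and for the other 7 a change in WT and a change made alike in all lines cannot be told apart, since both give 1 size in every line. A change in WT together with changes in the lines stays open, and age of the culture remains untested. After centring on neighbouring genes, 1708 core-DEGs were called, of which 747 downregulated and 720 upregulated ones were among the 2259, so that 792 were lost and 241 gained.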

How the results depend on the processing

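The alternatives were set before the data were examined except the centring on neighbouring genes and the exact test with only the 2 groups in each fit, which were chosen after the result was seen. Single-gene results were counted under all alternatives except that exact test with only the 2 groups in each fit. Of them, 3767 were the same, 135 weaker, 69 stronger and 15 reversed. The cause of the moves was not tested. Limma on log2 FPKM without TMM scaling moved the median log2 fold change of all genes by 0.0961 to 0.101 in L1, 0.0742 to 0.0786 in L18 and 0.145 to 0.153 in L24, and the share of called genes that were up in L24 from 48.2% to 59.0%, 59.2% and 59.8% in its 3 forms.

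The number of core-DEGs beyond 1 in every line was 678 with limma on log2(FPKM + 1) and 688 with limma on genes with FPKM of at least 1 in at least 3 samples. The upregulated genes of the named GO terms called in all lines, 19 of 27, were 6 with limma on log2(FPKM + 1), 8 with limma on log2(FPKM + 0.1) and 8 with limma on genes with FPKM of at least 1, and from 7 (without WT replicate 1) to 25 (without L18 replicate 2) when 1 sample was left out.

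Leaving out 1 sample changed the number of DEGs to between 6334 and 8333 in L1, 3559 and 5362 in L18 and 6302 and 8415 in L24, and that of core-DEGs to between 1607 (without WT replicate 2) and 2418 (without L18 replicate 2).

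Reversed directions were those of changes near 0. *Ccrd_026332* in L18 against WT, 0.15, was -0.14 with replicate number as a block, a pairing for which the samples give no ground, -0.39, -0.46 and -0.39 with limma in its 3 forms, -0.28 without L18 replicate 1 and -0.15 without L18 replicate 3, and leaving out each sample in turn it ran from -0.28 to 0.67 (without L18 replicate 2). *Ccrd_013113* in L1, -0.08, was 0.031 with each form of limma and ran from -0.22 (without WT replicate 3) to 0.095 (without WT replicate 1). *Ccrd_012208* in L18, -0.06, was 0.036 with each form of limma, 0.019 without L18 replicate 3, and ran from -0.19 (without L18 replicate 2) to 0.15 (without WT replicate 1).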

Differences from the paper's values

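The exact test with only the 2 groups in each fit was chosen after the result was seen. The paper lists 2 genes each under cell cycle arrest, the mitotic cell cycle and positive regulation of cell division among its core-DEGs, and 1 of each was called in all lines here. For the mitotic cell cycle, edgeR's exact and likelihood ratio tests, DESeq2's Wald test the fits without L1 replicate 3 or L18 replicate 2 and, chosen after the result was seen, the centring on neighbouring genes gave 2. For positive regulation of cell division only the fit without L18 replicate 2 among the alternatives set before the data were examined gave 2, and for cell cycle arrest none of them did. The exact test with only the 2 groups in each fit called 2 in each of the 3 terms, and 69 of the 71 core-DEGs listed by the paper, where 58 were called here. Of the other terms, 7 of the 8 genes of phenylpropanoid metabolism and 14 of the 20 of microtubule-based movement were called in all lines, and of the MYB genes 4 of the paper's 6 downregulated ones. The paper does not state which edgeR test or which samples entered a fit.

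The paper's Table S2 gives *Ccrd_017320* mean FPKM of 33.3 in WT and 341 in L1, where the deposited values are 0 and 0. No alternative changes this, since the deposited FPKM were used as they are.

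By number of genes called, the paper ranks L1 first, with 9033 against 8225 in L24, whereas 7946 and 7998 were called here. With only the 2 groups compared in each fit, L1 was first, with 8334 against 7691, and so it was with the exact test in such fits, with 9098 against 8424. The paper states 2 downregulated core-DEGs for each early step, while the families here, drawn from genes changed in L1, held 5 for 4CL. The paper gives 41 DEGs with peroxidase activity, and 39 genes of that description were found in the copy of Table S2. The paper reports 3 upregulated core-DEGs with FAD2 activity, and no type 1 desaturase was upregulated in all lines here. Under edgeR's exact test, its likelihood ratio test and DESeq2's Wald test, *Ccrd_002831*, *Ccrd_009539* and *Ccrd_002830* were upregulated in all lines. Their missing calls stayed missing in 14 or 15 of 25 alternatives. The paper's text gives 4114 genes called up in L24, but the regions of its Fig. 3 that belong to L24 alone or to L24 and 1 other line, read by eye as about 1200, about 1700 and about 470, together with its 1115 core-DEGs up give more.

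Fewer core-DEGs were called here, 1256 down and 1003 up against the paper's 1346 and 1115. Among tests set before the data were examined, edgeR's exact test gave 1400 and 1174 and its likelihood ratio test 1432 and 1226. DESeq2's Wald test gave 1393 and 1162. All of these exceed the paper's numbers, while the other alternatives set beforehand gave fewer down. The exact test with only the 2 groups in each fit, chosen after the result was seen, gave 1331 and 1128, fewer down and more up than the paper. Fewer lay beyond 1 in every line here, 508 and 536 against the paper's 632 and 579 (core-DEGs down beyond 1 and core-DEGs up beyond 1). The exact test with only the 2 groups in each fit gave 574 and 615. The paper does not state whether this holds in every line or for the mean of the lines, and by the mean 799 and 750 lay beyond 1 here, more than in the paper. The 30 log2 fold changes compared with the supplement lay within 0.0242 of it, and those in L1 of all tested genes named here that are in the copy of Table S2, apart from the row of *Ccrd_017320*, within 0.0401. The paper's depth is of reads kept, while 14847700 per sample were counted on genes on average.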

Other observations

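The tests with random gene orders, of the tail of the GO p-values and of the row of Table S2 were chosen after the result was seen. Replicates of a line also differed over runs of genes. In the run from *Ccrd_010729* to *Ccrd_011403*, 400 genes on 34 scaffolds, the median log2 difference from the WT mean was 0.53 in L24 replicate 1 and 0.34 in L24 replicate 3, but -0.05 in L24 replicate 2. Set against the mean of the other replicates of its group, that replicate had 26 windows beyond what random gene orders gave, L24 replicates 1 and 3 had 9 and 10, those of L1 5, 16 and 9, those of L18 7, 5 and 2, and those of WT 0, 0 and 1, so that L24 was not alone. For L24 replicate 2, 0 of 1000 random orders had a window as large as its largest, which argues against chance. RNA of another group mixed into the sample is argued against as well, since genes silent in the other L24 replicates reached at most a median of 0.654% of another group's level in it (1 gene for L1, 7 for WT and 4 for L18). A candidate explanation is that the callus of L24 was a mixture of cells with and without a change over this run, sampled unequally.

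The paper used *Ccrd_013113* (*ACT7*-like) and *Ccrd_012208* (*ELF1a*) as reference genes for RT-qPCR. Against WT, their log2 fold changes in L1, L18 and L24 were -0.08, 0.19 and -0.41 for *Ccrd_013113* and -0.30, -0.06 and -0.51 for *Ccrd_012208*, small beside those of most genes tested by RT-qPCR. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment the change of *Ccrd_012208* in L24 had an adjusted p of 0.0617, with 2 of 3 replicates below every WT replicate, and from 0.0192 to 0.333 over its alternatives, and it was called under edgeR's exact and likelihood ratio tests, DESeq2's Wald test, the centring on neighbouring genes, and without WT replicate 3, L18 replicate 2 or L24 replicate 1.

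In Table S3, all 408 listed p-values equal the probability of more genes than the listed count under the hypergeometric distribution, and 0 equal that of at least as many. A tail taken without the listed count is therefore a candidate explanation for small p-values of terms with few genes. With the count included, 186 of the 408 terms have a p of 0.05 or less before adjustment, and cell cycle arrest, with 2 genes, has 0.0955 where the table gives 0.0135. The other 8 of the 9 terms named in the paper stay under 0.05 before adjustment with the count included, the largest being 0.0263 for the mitotic cell cycle. Adjusted values with the count included were not computed, so whether these terms would pass an FDR threshold stays open.

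In the copy of Table S2, 1 of 3630 rows differs from the deposited values. The row of *Ccrd_017320* prints mean FPKM of 33.3 in WT and 341 in L1, and exactly 1 deposited gene, *Ccrd_026332*, has these means. A candidate explanation is another gene's values under its identifier, which the 1 match is in line with.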
